# Low fucosylation defines the glycocalyx of progenitor cells and melanocytes in the human limbal stem cell niche

**DOI:** 10.1016/j.stemcr.2024.11.008

**Published:** 2024-12-19

**Authors:** Ashley M. Woodward, Damien Guindolet, Rafael Martinez-Carrasco, Eric E. Gabison, Robert M. Lavker, Pablo Argüeso

**Keywords:** fucosylation, glycocalyx, GDP-mannose-4,6-dehydratase, human limbus, stem cell niche

## Abstract

It is widely recognized that the glycocalyx has significant implications in regulating the self-renewal and differentiation of adult stem cells; however, its composition remains poorly understood. Here, we show that the fucose-binding *Aleuria aurantia* lectin (AAL) binds differentially to basal cells in the stratified epithelium of the human limbus, hair follicle epithelium, and meibomian gland duct. Using fluorescence-activated cell sorting in combination with single-cell transcriptomics, we find that most epithelial progenitor cells and melanocytes in the limbus display low AAL staining (AAL^low^) on their cell surface, an attribute that is gradually lost in epithelial cells as they differentiate into mature corneal cells. AAL^low^ epithelial cells were enriched in putative limbal stem cell markers and displayed high clonogenic capacity. Further analyses revealed that AAL^low^ epithelial cells had reduced expression of GDP-mannose-4,6-dehydratase, an enzyme catalyzing the first and limiting step in the *de novo* biosynthesis of GDP-fucose, and that inhibition of fucosylation using a small-molecule fucose analog stimulated the proliferative potential of limbal epithelial cells *ex vivo*. These results provide crucial insights into the distinctive composition of the glycocalyx in adult stem cells and underscore the significance of fucose modulation in the therapeutic regeneration of the human limbal stem cell niche.

## Highlights

• Fucosylation distinguishes cell subpopulations within the human limbus
• Melanocytes and limbal progenitor epithelial cells exhibit low cell surface fucosylation
• The GDP-fucose *de novo* pathway is hampered in limbal progenitor epithelial cells

## Introduction

Adult stem cells, also known as somatic or nonembryonic stem cells, are undifferentiated cells located within specialized niches in the adult organism. They are responsible for maintaining normal tissue turnover and mounting a regenerative response following acute injury (de Morree and Rando, 2023). These cells are characterized by a high capacity of self-renewal, slow cell cycle, and ability to produce daughter cells that undergo proliferation and then differentiation. Populations of adult stem cells have been identified within multiple tissue types. In the corneal epithelium, they localize to the basal layer at the transition zone between the peripheral cornea and the anterior sclera, in an area known as the limbus (Figure 1A) (Cotsarelis et al., 1989). From this location, limbal epithelial stem cells give rise to transient amplifying cells that migrate centripetally and anteriorly to generate the mature corneal epithelium. The limbal stem cell niche contains a distinctive basement membrane and is enriched with various cell populations, such as melanocytes and immune cells. Multiple lines of evidence indicate that this unique microenvironment is critical to the prevention of stem cell differentiation and defining stem cell fate (Gesteira et al., 2017; Gonzalez et al., 2018; Secker and Daniels, 2009).

**Figure 1:**
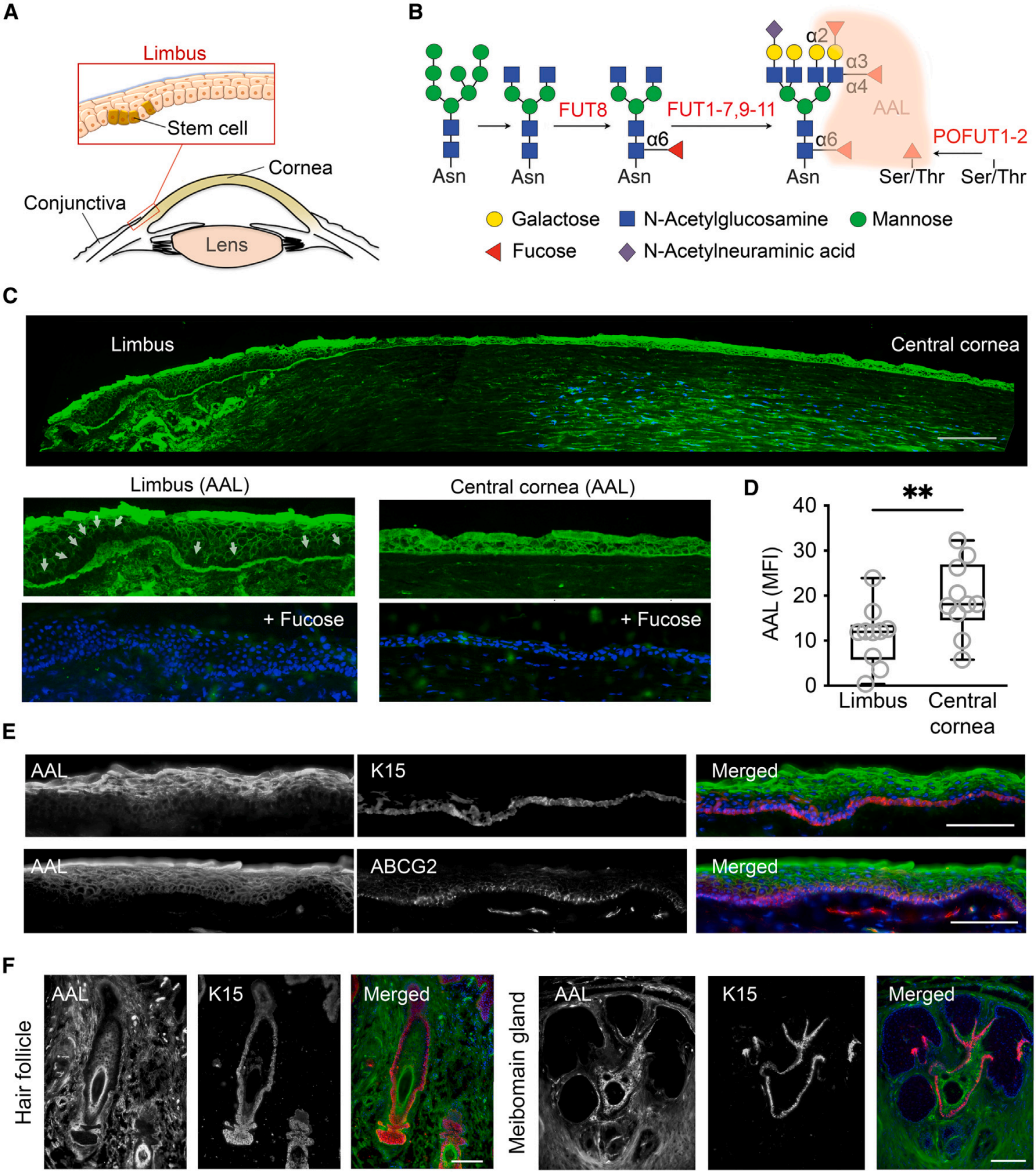
AAL binds differentially to basal cells in human stratified epithelia (A) Schematic representation of adult stem cells located in the basal epithelial layer of the human limbus. (B) Simplified diagram showing the post-translational modification of proteins by fucosyltransferases (FUT1-11, POFUT1-2) and the interactions between AAL and fucose residues. (C) Representative image showing AAL histochemistry (green) and DAPI (blue) staining in the human cornea (top) of five human donors. Bottom images show magnified images from the same corneal section. Arrows indicate pockets of cells with negligible AAL staining. AAL binding was inhibited in the presence of competing L-fucose. Scale bar, 100 μm. (D) Quantification of AAL staining across the basal layer of the human limbal and central corneal epithelia. Two independent sections were analyzed from each donor. The box-and-whisker plots show the mean fluorescence intensity, MFI (*n* = 5 human donors; ^∗∗^*p* < 0.01, paired t test). (E) Immunohistochemical analysis of AAL (green) co-stained with K15 or ABCG2 (red) in the human limbus. Scale bars, 100 μm. (F) Immunohistochemical analysis of AAL (green) co-stained with K15 (red) in human hair follicle and meibomian gland specimens. Scale bars, 100 μm.

Uncovering the molecular signatures of adult stem cells as they transition from a self-renewing state into a specialized mature tissue remains a fundamental objective in stem cell biology. This is a highly regulated process thought to be orchestrated primarily by the activation of specific transcriptional pathways and epigenetic modifications (Avgustinova and Benitah, 2016). Recent studies are highlighting the contribution of additional signals, such as those driven by metabolic cues, in the regulation of cell fate decisions (Tatapudy et al., 2017). Carbohydrates found on glycoproteins and glycolipids in the glycocalyx also play decisive roles in the control of cell fate, by modulating intracellular cell signaling and the interactions of cells with the microenvironment (Furukawa et al., 2012). The composition of the glycocalyx changes during differentiation and has been used for identifying and isolating specific cell types from heterogeneous populations (Lanctot et al., 2007). Research during the past decade has started to uncover the potential of altering the glycocalyx in the adult stem cell niche for therapeutic gain. One example is the enzymatic modification of N-acetyllactosamine on the surface of murine Paneth cells, which promotes hyperproliferation of neighboring stem cells in intestinal crypt organoids (Rouhanifard et al., 2018). Yet, progress in this field has been hindered by a shortage of details on the glycans present in the glycocalyx of stem cells across adult tissues and their relevance to maintaining self-renewal and differentiation capabilities.

The formation of the glycocalyx involves the coordinated action of metabolic enzymes, nucleotide sugar transporters, hydrolases, and multiple glycosyltransferases that work together to synthesize and modify glycan chains (Scheper et al., 2023). In mammals, fucose-containing glycan chains have important roles in development and the regulation of signal transduction (Becker and Lowe, 2003). The addition of fucose to glycoconjugates requires the synthesis of a nucleotide-activated form of fucose, GDP-fucose, in the cytoplasm, which occurs primarily via the *de novo* pathway (Skurska et al., 2022). GDP-D-mannose-4,6-dehydratase (GMDS) is the first enzyme, and limiting step, in this pathway (Bisso et al., 1999). It catalyzes the conversion of GDP-D-mannose into the GDP-4-keto-6-deoxy-D-mannose intermediate, which is then epimerized and finally reduced to produce GDP-fucose (Sullivan et al., 1998). Crucial experiments in the *Drosophila* intestine have shown that loss of this enzyme does not influence terminal differentiation but leads to aberrant self-renewing stem cell divisions that generate increased numbers of stem cells (Perdigoto et al., 2011). Yet, the implications of these findings to mammalian organisms, and humans in particular, remain unknown. In the present study, we demonstrate that the fucose-binding *Aleuria aurantia* lectin (AAL) displays weak binding to progenitor cells within three human epithelial compartments. Moreover, we find that limbal epithelial cells with low fucosylation levels are enriched in putative limbal stem cell markers and display high clonogenic capacity. Further experiments revealed that these cells produce low levels of GMDS and uncovered the potential of inhibiting fucosylation to stimulate the proliferative potential of limbal epithelial cells *ex vivo*.

## Results

### AAL binds differentially to basal cells in human stratified epithelia

AAL is a lectin derived from the fungus *Aleuria aurantia* well-known for its ability to bind fucose-containing glycans (Figure 1B). AAL has high specificity for α-linked fucose synthesized by fucosyltransferases (FUT1-11) and protein O-fucosyltransferases (POFUT1-2) located throughout the secretory pathway of eukaryotic cells (Bandini et al., 2016; Bojar et al., 2022). Analysis of AAL distribution in the human limbus revealed membranous staining along the suprabasal epithelial cell layers, with the most intense signal detected within the superficial cells (Figure 1C). Remarkably, we found that the basal layer of the limbus was defined by a patchy distribution of the lectin and the presence of pockets of cells with negligible staining. Conversely, basal cells of the central corneal epithelium exhibited a more intense and homogeneous pattern of staining compared to the basal limbal epithelium (Figures 1C and 1D). In co-staining experiments, we observed a relationship between the absence of AAL staining and the presence of cytokeratin 15 (K15) and ABCG2, two putative markers of limbal stem cells (Figure 1E). Further examination of AAL staining in other mammalian tissues revealed differences across species (Figure S1). AAL staining in mice and rabbits was predominant in terminally differentiated superficial cells and low or absent in basal and suprabasal cells across the entire corneal epithelium. Pigs and cows, on the other hand, showed a gradual decrease of staining toward the basal layer of the limbus, similarly to humans. In these experiments, AAL binding could be inhibited by preincubation with L-fucose, indicating the specificity of the carbohydrate-lectin interaction.

In additional experiments, we asked whether the differential pattern of AAL staining in the limbus could be identified in other human stratified epithelia. Hair follicles contain a clearly defined anatomical region called the bulge, which preferentially expresses K15 and LGR5 and contains adult stem cells (Lyle et al., 1998; Polkoff et al., 2022). We found a negative correlation between the localization of these markers and AAL in the hair follicle, with K15 and LRG5 being primarily present in the basal layer of the epithelium and AAL showing increased staining toward the more differentiated cells of the hair shaft (Figures 1F and S2). Similar results were observed when evaluating the human meibomian gland. Here, the quiescent progenitor cells are located across the basal layer of the epithelium, including the terminal ends of the ductal epithelium where it meets the secretory acini (Parfitt et al., 2016). The expression of the putative stem cell markers K15 and K5 was observed along the basal layer of the epithelium, in clear contrast with AAL, which predominated in the stratified cells lining the luminal portion of the duct (Figures 1F and S2). Overall, these data show that the stem cell niches of the limbus, hair follicle, and meibomian gland are associated with reduced cell surface fucosylation.

### Fucosylation defines different cell subpopulations in the human limbus

We next sought to investigate the identity of limbal cells with low surface fucosylation on a more granular level. Fluorescence-activated cell sorting (FACS) confirmed that the human limbus, in contrast to central cornea, contained a distinct subset of cells displaying low AAL staining (Figure 2A). This subset of cells, termed AAL^low^, represented approximately 18% of all the cells in the limbus compared to 3% in central cornea (Figure 2B). In subsequent experiments, and in preparation for single-cell RNA sequencing (scRNA-seq) analysis, we sorted single cells from the limbus into AAL^low^- and AAL^high^-binding cell fractions (Figure 2C). We noticed that the addition of AAL caused a marked increase in cell death, as determined by propidium iodide uptake, in cells displaying high lectin staining. This effect has been previously reported and appears to involve the activation of the autophagy pathway (Parshenkov and Hennet, 2022). Consequently, these cells were excluded from the scRNA-seq analysis.

**Figure 2:**
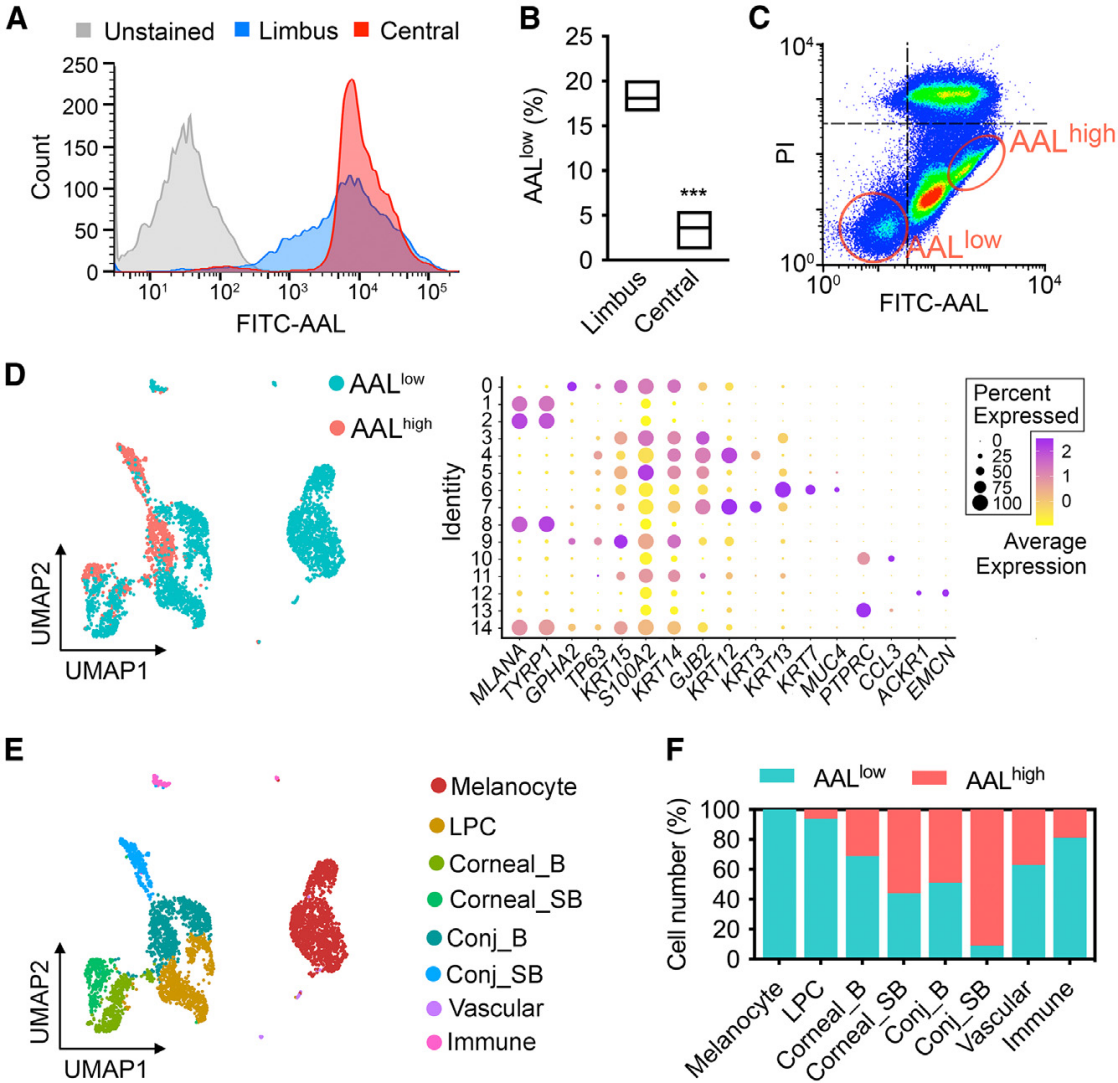
Fucosylation defines different cell subpopulations in the human limbus (A) Representative FACS histogram showing AAL binding to cell suspensions from the limbus and central cornea. (B) Box-and-whisker plots showing the percentage of cells displaying low AAL staining (AAL^low^) in the limbus and central cornea (*n* = 3 human donors; ^∗∗∗^*p* < 0.001, unpaired t test). (C) Representative fluorescence-activated cell sorting of limbal cells. All events are plotted in the graph. The red circles define two populations of limbal cells with low and high levels of AAL binding (AAL^low^ and AAL^high^) collected for scRNA-seq experiments. Propidium iodide (PI) was used to exclude dead cells. (D) UMAP visualization of AAL^low^ and AAL^high^ cell fractions pooled from limbal tissue of three human donors. The dot plot depicts expression levels of canonical marker genes together with the percentage of cells expressing the marker. (E) Cell types identified in the human limbus with UMAP projections of scRNA-seq data. LPC, limbal progenitor cell; B, basal; SB, suprabasal; Conj, conjunctival. (F) Proportions of cell types identified in the AAL^low^ and AAL^high^ cell fractions.

Single-cell transcriptional profiling was performed on sorted AAL^low^ and AAL^high^ cell fractions to identify the types of cells present (Figure 2D). 

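Cells were stained with AAL, the *Aleuria aurantia* lectin, which binds fucose, sorted by flow cytometry into the AAL low and AAL high fractions, fixed in methanol and encapsulated in droplets, where the 3′ end of each captured transcript received a unique molecular identifier (UMI) that lets each molecule be counted once. Each fraction was 1 library made from the pooled cells of 3 donors. The fractions therefore had no replicates, no test between them was possible, and the 95% intervals given with the values cover counting error only. The authors deposited the number of UMIs of each gene in each cell barcode, without normalization, for the barcodes that Cell Ranger had called as cells, and the headers of these matrices name another release of Cell Ranger than the methods. The AAL low library held 34338512 UMIs in all, with a median of 8604 per barcode, and the AAL high library 16869492 UMIs, with a median of 13527. Because a deeper cell shows a UMI of a given gene more often, shares of cells with a UMI were computed at full depth and again after each cell had been thinned at random to 5000 UMIs. From the counts, the filters of the methods were applied, the libraries were merged without integration, and the counts were log-normalized with a scaling factor of 10000. The cells were clustered in Seurat on 2000 variable genes, 20 principal components and a resolution of 0.8. The methods name graph-based clustering without the number of components or the resolution, so others were tried as alternatives. Expression levels are given as CPM, the UMIs of a gene scaled by all UMIs of the cells of a class in a fraction. This measure weights a cell by its depth, and a rise of a few abundant transcripts lowers all others. Sorting itself set which cells entered each library, so that a difference between the libraries cannot be separated from a difference between the fractions.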

After merging the two datasets and filtering out low-quality cells, the transcriptome profile of 3,180 AAL^low^ and 1,101 AAL^high^ cells was used to create unbiased clusters, which were then visualized by uniform manifold approximation and projection (UMAP). 

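The AAL low library held 3415 barcodes and the AAL high library 1180. Every barcode held more than 500 UMIs, so the lower limit of 200 UMIs removed none. The limit of 10% mitochondrial transcripts removed 230 AAL low and 76 AAL high barcodes. This left 3185 AAL low cells, with medians of 9068 UMIs and 2674 genes, and 1104 AAL high cells, with medians of 14132 UMIs and 3104 genes. A mitochondrial limit of 20% moved the AAL low number most, to 3367 cells, and a minimum of more than 500 detected genes the AAL high number, to 1067. The AAL low library thus supplied 74.3% of all kept cells (72.9 to 75.6, exact Clopper-Pearson interval), a ratio that follows from how many cells of each fraction were sorted and loaded. Scrublet, which compares each cell with simulated pairs of cells, called 35 AAL low cells (1.10%) and 12 AAL high cells (1.09%) as doublets. These cells were kept, as the methods name no doublet removal.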

Fourteen clusters were generated by measuring the similarities among transcripts of cells and categorized into cell types based on the expression of canonical marker genes from the literature (Collin et al., 2021). 

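Clustering of the kept cells gave 16 clusters, numbered from 0 in order of size, so that their numbers are not those of the paper. Between 12 clusters, at a resolution of 0.4, and 18, at a resolution of 1.2, were obtained under the alternatives. With more than 500 detected genes required per cell, or with 10 principal components, the number was 14. Clusters were assigned to the paper's classes from marker genes, with limits on the level of each marker that were set after the cluster profiles had been seen. The assigned names are therefore a rebuilt annotation, and a difference from the paper may come from it. A pair of clusters was left out of the classes. Cluster 12 held 49 cells, of which 17 were AAL low and 32 were AAL high, with a median of 642 UMIs, and was left unnamed because of this low depth. Cluster 15 held 24 cells that carried melanocyte and keratin transcripts together, with 1477 *MLANA* and 3390 *KRT14* CPM, and 23 of them were called as doublets.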

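Clusters 0, 2 and 8, with 1308 cells in all, were melanocyte-like. They held between 2422 and 3052 *MLANA* CPM and between 6165 and 7628 *TYRP1* CPM. Clusters 4, 9 and 10, with 850 cells, were limbal progenitor-like. Their level of *KRT15* lay between 2716 and 4164 CPM, that of *KRT14* between 8604 and 8745, and that of *S100A2* between 11960 and 20035. *TP63* lay between 42.2 and 82.7 CPM in them, against 44.8 in cluster 3, 22.3 and 32.1 in the conjunctival basal-like clusters and at most 0.775 in the melanocyte-like ones. *GPHA2* differed widely among them, with 230.5 CPM in cluster 4, 2386 in cluster 9 and 14252 in cluster 10. Cluster 3, with 413 cells, was high in *KRT12* (10010 CPM) and low in *KRT3* (108), with 702 *GJB2* CPM. Its 10 genes of largest fold over all other cells included 1 marker of basal and 2 of suprabasal corneal cells, as well as the heat shock gene *HSPA6*. The marker lists of the layers share genes, *KRT12* and *GJB2* among them, so this count does not separate basal from suprabasal cells. High *KRT12* and *GJB2* with low *KRT3* is how the paper describes its basal corneal cells. The cluster is referred to by its number, and its layer is left open. Cluster 7, with 307 cells, was corneal suprabasal-like, with 12750 *KRT12* and 525 *KRT3* CPM.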

The cell types identified included melanocytes (clusters 1, 2, 8, and 14, expressing *MLANA* and *TYRP1*), limbal progenitor cells (clusters 0 and 9, expressing *GPHA2*, *TP63*, and *KRT15* and the basal markers *S100A2* and *KRT14*), basal corneal epithelial cells (clusters 4 and 11, expressing *KRT12* and the basal marker *GJB2* with relatively low expression of *KRT3*), and suprabasal corneal epithelial cells (cluster 7, expressing both *KRT12* and *KRT3*). There were barely any superficial cells in our analysis, which we attribute to the high fucose content of these cells, which make them more amenable to lectin-induced cell death, and the detachment of the superficial layers of the donor tissue (Figures S3A and S3B) due to routine handling and use of antiseptic measures for ocular surface decontamination. 

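Superficial cells were sought with 6 genes of the outermost layer, *KRT24*, *CNFN*, *KRT78*, *SBSN*, *IVL* and *MUC16*, since the paper's text names no marker for them. No cluster had any of these among its 10 leading genes. At least 3 of the 6 genes were detected in 2 of the 3185 AAL low cells (0.0628%, 0.00761 to 0.227) and in 46 of the 1104 AAL high cells (4.17%, 3.07 to 5.52). None of the 1307 AAL low melanocyte-like cells, which should lack these genes and had a median of 7477 UMIs, reached this number, which allows a share of up to 0.2295% there for counting error. Among the 46 AAL high cells, 40 belonged to conjunctival suprabasal-like cells, with a median of 19227 UMIs. In corneal epithelial cells, 1 AAL low cell and 6 AAL high cells reached it. The paper attributes the scarcity of superficial cells to lectin-induced death of fucose-rich cells and to loss of the surface layers during handling of the tissue.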

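Clusters 1 and 5, with 509 and 358 cells, were conjunctival basal-like. Cluster 1 held 660 and cluster 5 held 339 *KRT13* CPM, with an *S100A2* level of 20871 and 26674 CPM. *KRT7* reached no more than 12.9 and *MUC4* no more than 6.65 CPM in these clusters. Cluster 6, with 317 cells, was conjunctival suprabasal-like and held 8713 *KRT13*, 160 *KRT7* and 23.4 *MUC4* CPM. Clusters 11 and 14, with 88 and 24 cells, were immune-like. *PTPRC* was found at 331 and 854 CPM and *CCL3* at 722 and 78.9. Cluster 13, with 42 cells, was vascular-like, with 672 *ACKR1* and 108 *EMCN* CPM. Chemokine or stress genes were among the 10 leading genes of some of these clusters. They were *CXCL8*, *CXCL1* and *CXCL3* in cluster 5, *S100A8* and *S100A9* in cluster 6 and *IL6* in cluster 13.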

Other cell types identified in our analysis included basal conjunctival epithelial cells (clusters 3 and 5, expressing *KRT13* and *S100A2* with relatively low levels of *KRT7* or *MUC4*), suprabasal conjunctival epithelial cells (cluster 6, expressing *KRT7* and *MUC4* in addition to *KRT13*), immune cells (clusters 10 and 13, expressing *PTPRC* and *CCL3*), and vascular cells (cluster 12, expressing *ACKR1* and *EMCN*).

Altogether, we found eight cell types that were differentially distributed across the AAL^low^ and AAL^high^ datasets (Figure 2E). 

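Melanocyte-like cells made up 41.04% of the AAL low cells and 0.0906% of the AAL high cells. Limbal progenitor-like cells were 25.2% of the AAL low and 4.17% of the AAL high cells. Cluster 3 took nearly the same part of both libraries, 9.58% and 9.78%. Corneal suprabasal-like cells were 4.30% of the AAL low and 15.4% of the AAL high cells. The AAL high library was formed mainly of conjunctival cells, with 38.7% conjunctival basal-like and 25.6% conjunctival suprabasal-like cells, against 13.8% and 1.07% of the AAL low library. Immune-like cells were 2.86% and 1.90%, and vascular-like cells 0.848% and 1.36%. Since the shares within a library sum to the whole, the large melanocyte-like class lowers the share of every other class in the AAL low library.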

Quantification of the percentage of cells in each dataset revealed that melanocytes and 94% of limbal progenitor cells displayed low AAL staining, a percentage that was gradually reduced in the more differentiated basal and suprabasal corneal epithelial cells (Figure 2F). Similarly, the percentage of conjunctival epithelial cells in the AAL^high^ group increased with differentiation, with 91% of the suprabasal cells displaying high lectin staining. 

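Of the 1308 melanocyte-like cells, 1307 came from the AAL low library (99.9%, 99.6 to 100.0). The share was 94.6% (92.8 to 96.0) in limbal progenitor-like cells, with 804 of 850 cells. It was 73.8% (69.3 to 78.0) in cluster 3, with 305 of 413 cells, a share that cannot be told from that of all kept cells within counting error. In corneal suprabasal-like cells it was 44.6% (39.0 to 50.4), with 137 of 307 cells. The intervals of these 4 classes did not overlap. These shares follow from the AAL sort and from the number of cells loaded per fraction. Among the alternatives that changed the clustering, integration of the libraries by canonical correlation analysis (CCA) moved the share of limbal progenitor-like cells most, to 74.3%, and that of the clusters high in *KRT12* and low in *KRT3*, to 66.8%. The share of corneal suprabasal-like cells moved most with 10 principal components, to 32.5%, and was 52.4% after CCA integration. The decreasing order was kept in both cases. After CCA integration, however, the share of limbal progenitor-like cells (74.3%, 71.6 to 76.9) could not be told from that of all kept cells.

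**Figure D1:**
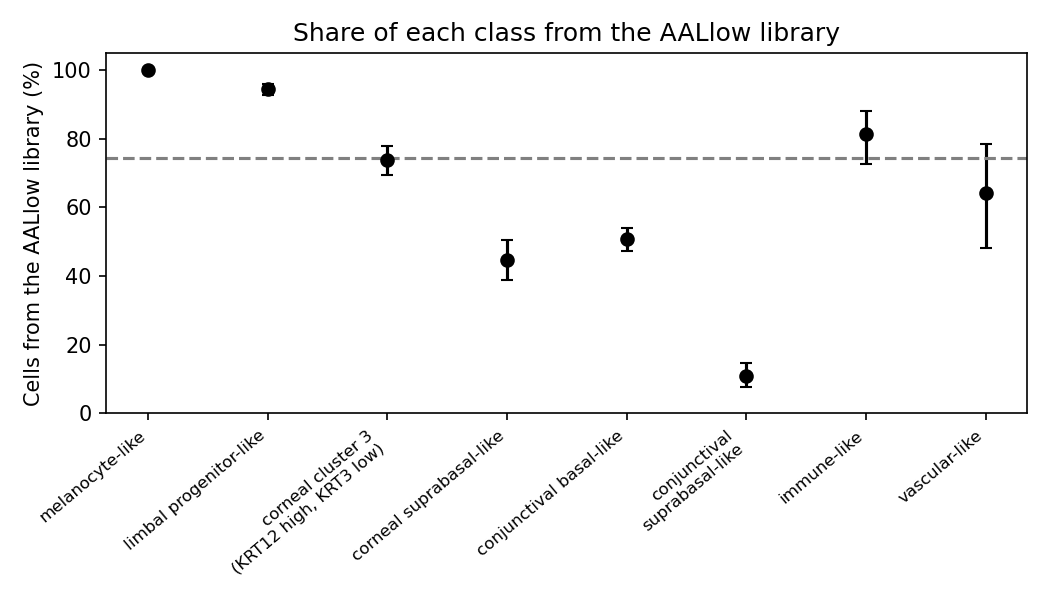
Share of the cells of each class that came from the AALlow library, in percent. Points are shares, bars are exact 95% Clopper-Pearson intervals for counting error, and the dashed line is the share over all kept cells (74.3%). The share fell from 99.9% in melanocyte-like to 44.6% in corneal suprabasal-like cells, and was lowest, at 10.7%, in conjunctival suprabasal-like cells.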

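In conjunctival basal-like cells, 427 of 867 cells were AAL high (49.2%, 45.9 to 52.6). This value joins clusters with opposite make-up, since 87 of the 509 cells of cluster 1 but 353 of the 358 cells of cluster 5 were AAL low, so that the fractions filled different clusters of this class. In conjunctival suprabasal-like cells, 283 of 317 cells were AAL high (89.3%, 85.3 to 92.5), which was above the share in the basal-like class by more than counting error. All cells of this class lay in cluster 6. At a resolution of 0.4, 18.1% of the conjunctival basal-like cells were AAL low, and after CCA integration 63.1%.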

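Of the 112 immune-like cells, 91 were AAL low (81.2%, 72.8 to 88.0) and 21 were AAL high. Of the 42 vascular-like cells, 27 were AAL low (64.3%, 48.0 to 78.4) and 15 were AAL high. Both intervals held the share of AAL low cells among all kept cells, so that neither class was seen to depart from the loading of the libraries at these cell numbers.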

Immune and vascular cells were distributed across both datasets. Following the exclusion of non-corneal epithelial cells from the dataset, we conducted a recluster analysis to identify transient amplifying cells. This subpopulation displayed low AAL staining, reminiscent of progenitor cells (Figures S3C and S3D). 

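The 1246 AAL low and 324 AAL high cells of clusters 3, 4, 7, 9 and 10 were reclustered on their own with the same settings, which gave 11 subclusters. The 10 proliferation genes of Figure S3C, *PCNA*, *CCNB1*, *BIRC5*, *TOP2A*, *RRM2*, *MKI67*, *FOXM1*, *PLK1*, *MYBL2* and *BUB1*, served as markers of transient amplifying cells. None of the 11 subclusters had any of them among its 10 genes of largest fold. At least 3 of the 10 genes were detected in 1 AAL low cell (0.0803%, 0.00203 to 0.446) and in no AAL high cell, where 0 of 324 cells allows a share of up to 0.926%. *MKI67* was detected in 1 cell of each fraction. *PCNA* was detected in 29.5% (27.0 to 32.2) of the AAL low and 38.0% (32.7 to 43.5) of the AAL high cells. Cells with at least 3 of these genes were found mostly in the conjunctival suprabasal-like cluster 6, with 6 AAL low and 10 AAL high cells, and 6 of each had at least 10 *KRT12* UMIs.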

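A subcluster led by proliferation genes was obtained among corneal epithelial cells under 3 of the alternatives, in which more cells with these genes entered the corneal classes. In each case 3 of the 10 genes were among its leading genes and 8 of the 10 were detected. With 10 principal components it held 21 cells, of which 13 were AAL low (61.9%, 38.4 to 81.9), against 78.4% of all corneal epithelial cells at that setting. With 40 principal components it held 23 cells, of which 15 were AAL low (65.2%, 42.7 to 83.6), against 78.8%. After CCA integration it held 40 cells, of which 6 were AAL low (15.0%, 5.71 to 29.8), against 69.5%. The share of AAL low cells was thus indistinguishable from that of all corneal epithelial cells with 10 or 40 components and lower after integration. Over all epithelial classes, cells with at least 3 proliferation genes and 10 *KRT12* UMIs were 7 of 1720 AAL low cells (0.407%, 0.164 to 0.837) and 6 of 1034 AAL high cells (0.580%, 0.213 to 1.26).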

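With each library weighted to the same number of cells, so that a class spread evenly would have equal parts in both, the AAL low share was 99.8% in melanocyte-like cells, 85.8% in limbal progenitor-like cells, 49.5% in cluster 3 and 21.8% in corneal suprabasal-like cells. In conjunctival basal-like cells it was 26.3% and in conjunctival suprabasal-like cells 4.00%. AAL intensity per cell was not used here, so the sort gate stands for surface fucose, and cells within a fraction are not ordered by it. From the excess of melanocytes and progenitor cells in the AAL low fraction, and from the decreasing share in basal and suprabasal cells, the paper concludes that the niche is low in fucose and proposes that surface fucose rises with differentiation.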

In summary, these results indicate that the human limbal stem cell niche is a low-fucose microenvironment and suggest that fucose levels in the glycocalyx of progenitor cells increase as they become more differentiated.

### Melanocytes and limbal progenitor epithelial cells display low surface fucosylation

We performed *in vitro* experiments to further explore the fucosylation character of melanocytes and limbal epithelial cells isolated from human corneoscleral tissue (Figure 3A). Consistent with the scRNA-seq analysis, we found that AAL bound weakly to primary cultures of human limbal melanocytes. Binding of AAL to limbal epithelial cells, on the other hand, was dependent on the extent of cell proliferation and differentiation. Single epithelial cells in culture exhibited little or no signal when stained with AAL, while the formation of individual cell colonies was associated with increased staining along the plasma membrane of squamous-looking cells.

**Figure 3:**
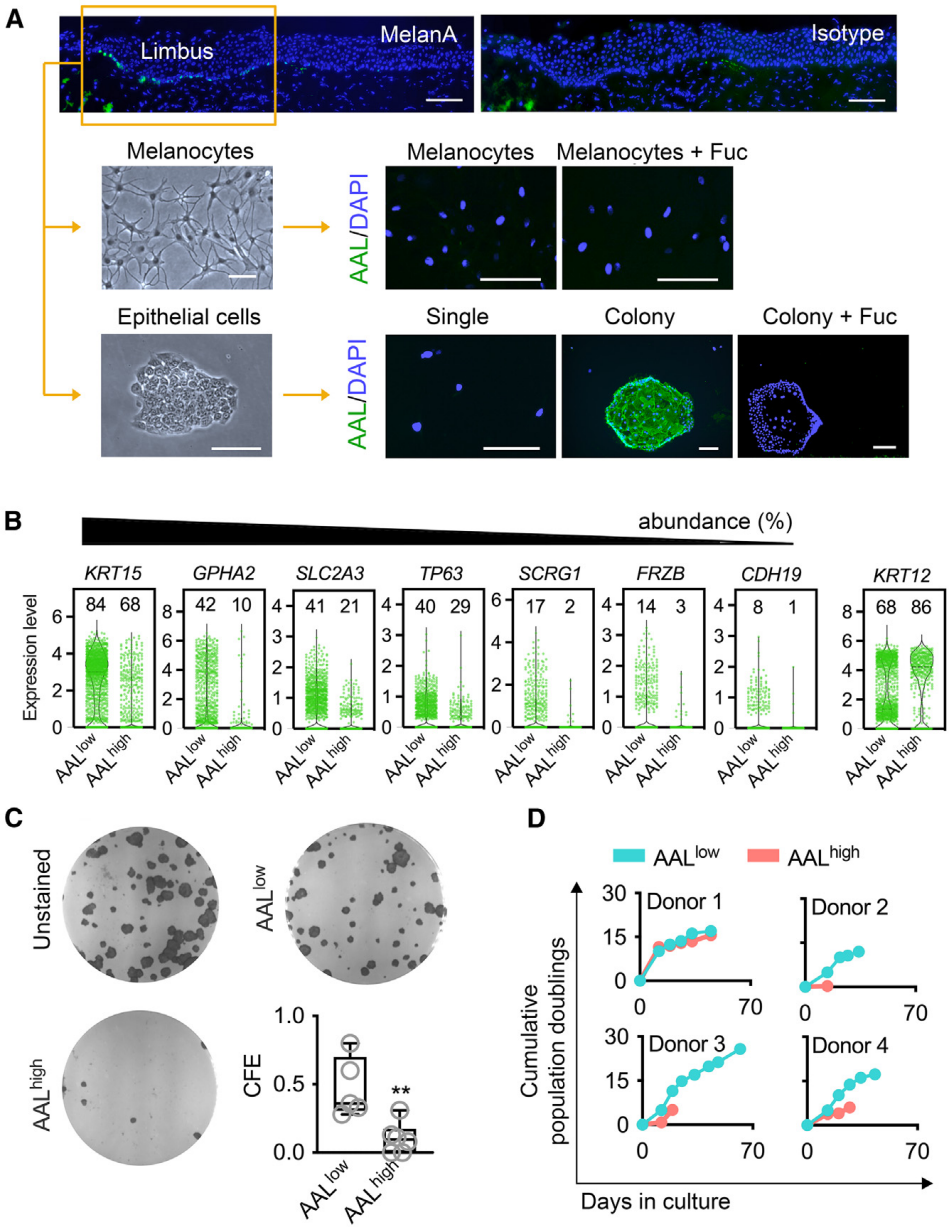
Melanocytes and limbal progenitor epithelial cells display low surface fucosylation (A) Top: representative micrographs of the human limbus labeled with antibodies to MelanA or isotype control (green). Nuclear DNA was stained with DAPI (blue). Bottom: phase-contrast images of melanocytes and epithelial cells cultured from human limbus. Images to the right show AAL histochemistry (green) and DAPI (blue) staining of non-permeabilized melanocytes and limbal epithelial cells. AAL binding was inhibited in the presence of competing L-fucose (Fuc). Scale bars, 100 μm. (B) Normalized abundance of epithelial cells expressing limbal progenitor cell markers in AAL^low^ and AAL^high^ cell fractions. Percentages are shown at the top of the scatterplot. Each dot in the scatterplot represents an individual cell. *KRT12* is a marker of cells undergoing corneal epithelial differentiation. (C) Representative phase-contrast images showing colony-forming ability of AAL^low^ and AAL^high^ cell subpopulations. Unstained cells were processed as control. The box-and-whisker plots show the colony-forming efficiency (CFE) of AAL^low^ and AAL^high^ cells (*n* = 5–6 human donors; ^∗∗^*p* < 0.01, unpaired t test). (D) Cumulative population doublings of AAL^low^ and AAL^high^ cell fractions obtained from 4 human donors.

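In corneal epithelial cells, that is in the limbal progenitor-like and corneal suprabasal-like classes and cluster 3 together, *GPHA2* was found at 2114 CPM in the AAL low fraction (2091 to 2137, exact Poisson interval) and at 413 (397 to 429.9) in the AAL high fraction. *KRT15* was found at 2038 and 1097 CPM. The levels were 79.6 and 27.7 for *SLC2A3*, and 49.5 and 27.4 for *TP63*. *SCRG1* (94.9 and 3.27), *FRZB* (43.6 and 2.24) and *CDH19* (15.6 and 2.07) were scarce in the AAL high fraction. *KRT12*, which marks corneal differentiation, went the other way with 6759 and 9863 CPM. For all of these genes the Poisson intervals of the fractions did not overlap. For scale, the median log2 ratio of AAL low over AAL high was 0.28 across the 9469 genes with at least 100 UMIs in these cells. The fractions differed in the mix of classes, with 804 of the 1246 AAL low cells but 46 of the 324 AAL high cells limbal progenitor-like. Within that class alone, *GPHA2* stood at 4765 (4713 to 4819) and 1399.7 (1290.0 to 1516) CPM, and *KRT15* was higher in the AAL high cells, at 3575 (3530 to 3622) and 3966 (3780.1 to 4159). *KRT12* was higher in the AAL low cells of cluster 3, at 11280 (11195 to 11365) and 5825 (5714 to 5937) CPM. It was lower in AAL low limbal progenitor-like (274 and 389) and corneal suprabasal-like cells (12362 and 13047).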

Upon careful examination of the molecular signatures in the scRNA-seq datasets, we noted that low AAL staining in the limbal epithelial cell subpopulation was associated with high expression of putative limbal stem cell markers (Figure 3B). These genes have been identified in recent studies of the human limbus using single-cell transcriptomics, and included *KRT15*, *GPHA2*, *SLC2A3*, *TP63*, *SCRG1*, *FRZB*, and *CDH19* (Li et al., 2021; Ligocki et al., 2021; van Zyl et al., 2022). 

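On GRCh38, with the annotation of GENCODE 44, *KRT15* lies on chromosome 17 from 41513745 to 41522529, *GPHA2* on chromosome 11 from 64934471 to 64935893, *SLC2A3* on chromosome 12 from 7919230 to 8019007, *TP63* on chromosome 3 from 189631389 to 189897276, *SCRG1* on chromosome 4 from 173384701 to 173406380, *FRZB* on chromosome 2 from 182833275 to 182866637 and *CDH19* on chromosome 18 from 66501083 to 66604138. To gauge how often a UMI of each comes from free RNA, the AAL low melanocyte-like cells were used as cells that should lack epithelial genes. In their 1307 cells *KRT15* was detected in 8.03%, *GPHA2* in 15.5%, *TP63* in 0.2295% and *SCRG1* in 5.36%. *KRT12* was detected in 11.9%. *SLC2A3* was detected in 26.3%, *FRZB* in 11.6% and *CDH19* in 20.9%. These shares differed between cell types by more than counting error and are no measure of free RNA, as *CDH19* was detected in none of the 305 AAL low cells of cluster 3, which allows a share of up to 0.984%, at a median of 19171 UMIs against 7477 in the melanocyte-like cells. Free RNA also differed between the libraries. *MLANA*, a melanocyte gene, was detected in 16.0% of the AAL low corneal epithelial cells and in 3.70% of the AAL high ones.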

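Of the 1246 AAL low corneal epithelial cells, with a median of 10134 UMIs, 84.7% (82.5 to 86.6) had a UMI of *KRT15*, 41.4% (38.7 to 44.2) of *GPHA2*, 40.9% (38.1 to 43.6) of *SLC2A3* and 39.97% (37.2 to 42.7) of *TP63*. Of the 324 AAL high cells, with a median of 16864 UMIs, 69.1% (63.8 to 74.1) had a UMI of *KRT15*, 10.5% (7.38 to 14.4) of *GPHA2*, 21.9% (17.5 to 26.8) of *SLC2A3* and 32.4% (27.3 to 37.8) of *TP63*. *SCRG1*, *FRZB* and *CDH19* were detected in 16.5%, 13.9% and 8.43% of the AAL low and in 2.47%, 3.70% and 1.23% of the AAL high cells, and *KRT12* in 68.1% and 92.6%. For *TP63* the difference between the shares was 7.56 percentage points (1.64 to 13.1, Newcombe interval). In AAL high conjunctival suprabasal-like cells, with a median of 19227 UMIs, the *GPHA2* share was 3.18% (1.46 to 5.95) and in AAL high conjunctival basal-like cells 4.22% (2.52 to 6.58). The 2400 *GPHA2* UMIs of the AAL high corneal epithelial cells lay in 34 cells. After thinning to 5000 UMIs, which left out 185 AAL low and 24 AAL high cells, the shares were 77.0% and 55.3% for *KRT15*, 32.6% and 5.00% for *GPHA2*, 30.5% and 12.7% for *SLC2A3*, and 22.4% and 12.7% for *TP63*. All 7 progenitor markers kept their higher share in AAL low cells. In limbal progenitor-like cells alone, 6 of the 7 did, although the intervals of the fractions overlapped for *TP63*, *FRZB* and *CDH19*. *KRT15* was then detected in 98.8% of the AAL low and in 100% of the AAL high cells, a difference within counting error. *GPHA2* was detected in 53.2% (49.7 to 56.7) and 21.7% (10.9 to 36.4) of the cells of this class, the latter of 46 cells. In cluster 3 a pair of the markers went the other way by more than counting error. *KRT15* was detected there in 61.6% (55.9 to 67.1) of the AAL low and 81.5% (72.9 to 88.3) of the AAL high cells, and *SLC2A3* in 21.3% (16.9 to 26.3) and 43.5% (34.0 to 53.4), at medians of 19171 and 15982 UMIs. The AAL high cells of cluster 3 lay mainly in subcluster 7, where 5 of 101 cells were AAL low. These shares therefore compare different subclusters. Cluster 12, left out for its low depth by a limit set after its profile had been seen, holds 17 AAL low and 32 AAL high cells, whose transcripts included *KRT12* and *KRT14*. With it added, *KRT12* was detected in 87.1% and *TP63* in 29.8% of the AAL high cells.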

The elevated expression of these markers was observed in a higher percentage of AAL^low^ cells compared to AAL^high^, with *KRT15*, *GPHA2*, *SLC2A3*, and *TP63* transcripts being present in more than 40% of the AAL^low^ cells. These data prompted us to further investigate whether reduced AAL staining was positively associated with the clonogenic and proliferative capacities of limbal epithelial cells. We found that culture of the AAL^high^-sorted epithelial cell subpopulation mostly led to aborted, paraclone-type colonies, indicative of replicative senescence (Figure 3C). In contrast, AAL^low^ cells maintained clonogenic capacity as shown by the increased number of colonies present after 10–14 days in culture. Moreover, we found that AAL^low^ cells exhibited a higher number of cumulative population doublings than AAL^high^ cells in three out of four human donor tissues (Figure 3D). Taken together, we find that low fucosylation defines melanocytes and progenitor epithelial cells in the human limbus.

### The GDP-fucose *de novo* pathway is hampered in limbal progenitor epithelial cells

Having shown that AAL staining defines limbal epithelial cell subpopulations with divergent clonogenic capacity, we sought to characterize the expression of genes involved in the regulation of fucose synthesis and degradation in each group. As illustrated in Figure 4A, GDP-fucose is produced through two well-identified pathways, the *de novo* pathway and the salvage pathway, and serves as a carbohydrate donor for all fucosyltransferases (Becker and Lowe, 2003). Analysis of the single-cell transcriptomics data revealed that the expression of three genes was significantly lower in the AAL^low^ epithelial cell subpopulation compared to AAL^high^ cells. These included *GMDS*, the first enzyme acting in the *de novo* pathway, and *SLC35C1* and *FUT4*, two enzymes required for the transport of GDP-fucose into the Golgi apparatus and the transfer of α1,3-fucose to N-acetyl glucosamine residues on glycoproteins, respectively (Figure 4A). Furthermore, upon analyzing our datasets in conjunction with those acquired from a public repository, it became evident that progenitor cells displayed reduced expression levels of fucosylation genes when compared to transient amplifying cells (Figures S3E and S3F).

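The 19 genes of Figure 4A were compared in corneal epithelial cells as UMIs summed over the cells of each fraction, 15219481 UMIs in AAL low and 5810479 in AAL high, with conditional binomial intervals on the log2 ratio of AAL low over AAL high. The paper's Mann-Whitney test names 3 donors, which were pooled in each library, so no test was made here. Among the 16 genes with at least 10 UMIs in both fractions together, the median log2 ratio was 0.20, against 0.28 across all genes compared. It lay at percentile 12.0 of 10000 random lists of 16 genes matched on mean expression, whose median was 0.41. Limited to the 12 genes with at least 50 UMIs, the median was 0.36 and the percentile 43.4, whereas at a clustering resolution of 0.4 the percentile was 2.60. The list as a whole was therefore not set apart from other genes of its level at the main setting. Intervals wholly above 0 were found for *FUT8* (1.196, 0.42 to 2.06), *FUT11* (1.11, 0.22 to 2.13), *POFUT2* (0.72, 0.18 to 1.29), *FUCA2* (0.49, 0.09 to 0.90) and *TSTA3* (0.40, 0.06 to 0.76), of which only that of *FUT8* also lay above the shift of 0.28 across all genes. With the corneal classes weighted alike, *FUT8* was at 0.10 (-1.09 to 1.29), with 4 UMIs in the 46 AAL high limbal progenitor-like cells, and the intervals of *POFUT2* (-0.25 to 1.73), *FUCA2* (-0.13 to 1.36) and *TSTA3* (-0.27 to 0.99) held 0 as well. *FUT11*, *FUT1* and *POFUT1* had no UMI in these 46 cells, so their weighted ratios, though higher in AAL low, decide nothing and are not given. *FUT3*, with 1 UMI in AAL low and 5 in AAL high, had a ratio of -3.71 (-9.27 to -0.55). Without the weighting, no other interval lay below 0. With conjunctival cells included, the intervals of *FUT8*, *FUT11* and *POFUT2* still lay above 0, whereas *FUCA2* (0.06, -0.19 to 0.31) and *TSTA3* (-0.06, -0.25 to 0.14) did not differ beyond counting error. Intervals below 0 were then found for *GMDS*, *SLC35C1*, *FUT2* (-2.40, -3.40 to -1.50), *FUT3* (-3.89, -4.83 to -3.07, from 13 and 146 UMIs) and *FUCA1* (-0.40, -0.70 to -0.10). With all epithelial classes weighted alike, the intervals of *FUT8* (-0.72 to 0.73) and *SLC35C1* (-1.16 to 0.01) held 0. Those of *GMDS* (-0.92 to -0.37), *POFUT2* (0.03 to 1.13) and *FUCA1* (-1.12 to -0.04) did not. *FUT11*, *FUT2* and *FUT3* had no UMI in AAL high limbal progenitor-like cells, so their weighted ratios are not given.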

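*GMDS* lies on the minus strand of chromosome 6 of GRCh38 from 1623806 to 2245605, in the annotation of GENCODE 44. With 411 UMIs in AAL low and 172 in AAL high corneal epithelial cells, it was found at 27.0 and 29.6 CPM, a log2 ratio of -0.13 (-0.39 to 0.13). *SLC35C1* lies on the plus strand of chromosome 11 from 45804072 to 45813016 and was found at 4.34 and 5.34 CPM, from 66 and 31 UMIs, a log2 ratio of -0.30 (-0.94 to 0.37). *FUT4* lies on the plus strand of chromosome 11 from 94543921 to 94549895 and was found at 1.71 and 1.205 CPM, from 26 and 7 UMIs, a log2 ratio of 0.50 (-0.74 to 1.95). All 3 intervals held 0, so that none of these differences exceeded counting error, although the interval of *GMDS* lay below the 0.28 found across all genes. The mean of log-normalized values, which weights every cell alike, was 0.167 in AAL low and 0.222 in AAL high cells for *GMDS*, 0.0261 and 0.0375 for *SLC35C1*, and 0.0103 and 0.00784 for *FUT4*. At full depth, *GMDS* was detected in 24.9% (22.5 to 27.4) of the AAL low and 37.7% (32.4 to 43.2) of the deeper AAL high cells. After thinning to 5000 UMIs, *GMDS* was detected in 13.3% (11.3 to 15.5) and 14.0% (10.3 to 18.4) of the cells. Within classes, the log2 ratio of *GMDS* was -0.66 (-1.36 to 0.13) in limbal progenitor-like cells, -0.51 (-0.89 to -0.11) in cluster 3 and -0.16 (-0.71 to 0.38) in corneal suprabasal-like cells, where it was 0.22 (-0.44 to 0.90) after CCA integration. With these classes weighted alike in both fractions it was -0.55 (-0.98 to -0.12). In cluster 3 the fractions filled different subclusters, since the AAL high cells lay mainly in subcluster 7, where 5 of 101 cells were AAL low. The same held for corneal suprabasal-like cells, since 9 of the 143 cells of subcluster 5 but 87 of the 96 of subcluster 8 were AAL low. The ratios within these classes, and the weighted one, therefore compare different subclusters. In the conjunctiva, the log2 ratio of *GMDS* was -0.83 (-1.18 to -0.49) in basal-like cells, of which 353 of the 440 AAL low cells lay in cluster 5 and 422 of the 427 AAL high cells in cluster 1, and -0.65 (-1.27 to -0.09) in suprabasal-like cells. The suprabasal-like ratio rests on 28 *GMDS* UMIs in 34 AAL low cells. These held 2020 *KRT12* CPM, against 574 in the AAL high cells of this class, so the make-up of the fractions differed there as well. With conjunctival cells included, *GMDS* was at -0.63, *SLC35C1* at -1.30 and *FUT4* at -0.07. With all epithelial classes weighted alike, *GMDS* was at -0.65 (-0.92 to -0.37). *SLC35C1* was then at -0.57 (-1.16 to 0.01), within counting error. The direction of *FUT4* depended on the cells included. In conjunctival basal-like cells its ratio was -1.47 (-3.12 to -0.02), from 6 and 15 UMIs. In conjunctival suprabasal-like cells its ratio was 1.41 (-1.99 to 4.02), from 2 and 5 UMIs. Over corneal epithelial cells *FUT4* was at -0.30 after CCA integration. No *FUT4* UMI was found in the 46 AAL high limbal progenitor-like cells, so a ratio with classes weighted alike is not given. From the lower expression it reports for these genes in AAL low cells, the paper turns to GMDS, which it names as rate-limiting for GDP-fucose.

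**Figure D2:**
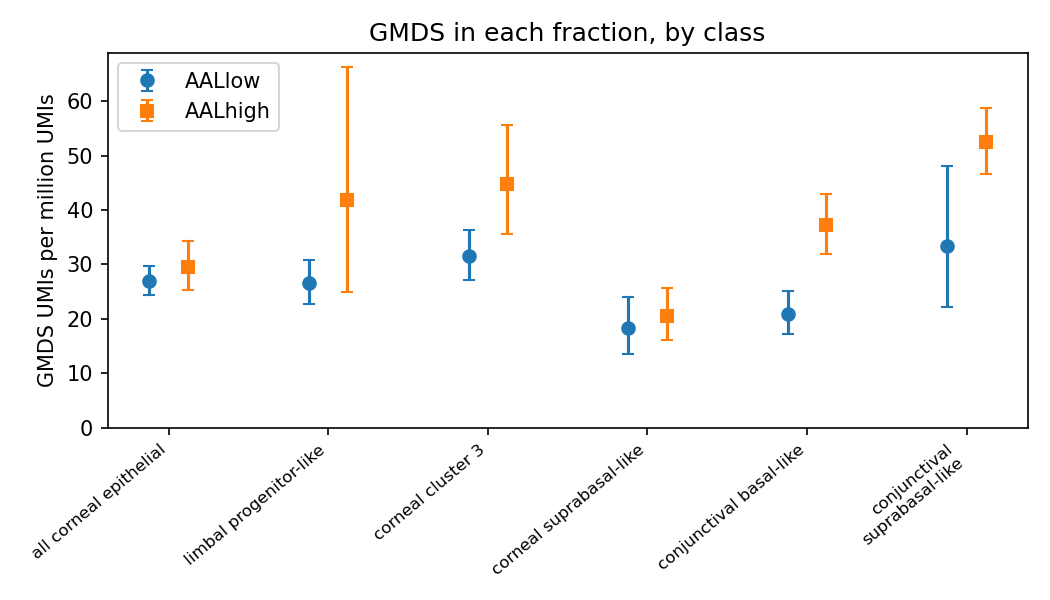
*GMDS* CPM in AALlow (circles) and AALhigh (squares) cells, over all corneal epithelial cells and within each epithelial class. Bars are exact 95% Poisson intervals for counting error. Over all corneal epithelial cells the values are 27.0 and 29.6, and in conjunctival basal-like cells 20.8 and 37.2.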

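The public dataset of Figure S3F was not analysed here. In the authors' libraries, limbal progenitor-like cells were compared with the subclusters led by proliferation genes that arose under 3 of the alternatives, since none arose at the main setting. Of the list genes with UMIs in both groups, 11 of 15 were higher in the proliferating subcluster with 10 principal components, 11 of 15 with 40, and 11 of 17 after CCA integration, most of them with intervals that held 0. *GMDS* was found at 28.8 CPM in the proliferating subcluster and 28.6 in limbal progenitor-like cells with 10 principal components, a log2 ratio of 0.01 (-0.80 to 0.73) from 17 UMIs in the subcluster. The ratio was 0.05 (-0.71 to 0.74) with 40 principal components and 0.32 (-0.18 to 0.80) after CCA integration. *FPGT*, of the salvage pathway, was higher in the proliferating cells with 10 principal components (1.57, 0.33 to 2.65) and with 40 (1.56, 0.30 to 2.67), each from 9 UMIs, but its interval held 0 after integration (0.36, -0.92 to 1.45). *FUT4* was higher with 40 components (2.30, 0.40 to 3.98), from 5 UMIs, as was *SLC35C2* (1.17, 0.08 to 2.14), from 11, and the intervals of both held 0 at the other settings. After integration *SLC35C1* (1.91, 1.05 to 2.72), *FUT1* (2.28, 0.06 to 4.26) and *FUT3* (3.51, 1.79 to 5.31) were higher, whereas *FUT8*, *FUT11* and *POFUT2* were lower, in a subcluster that was mostly AAL high. These subclusters held 21, 23 and 40 cells, which limits the differences that could be seen.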

**Figure 4:**
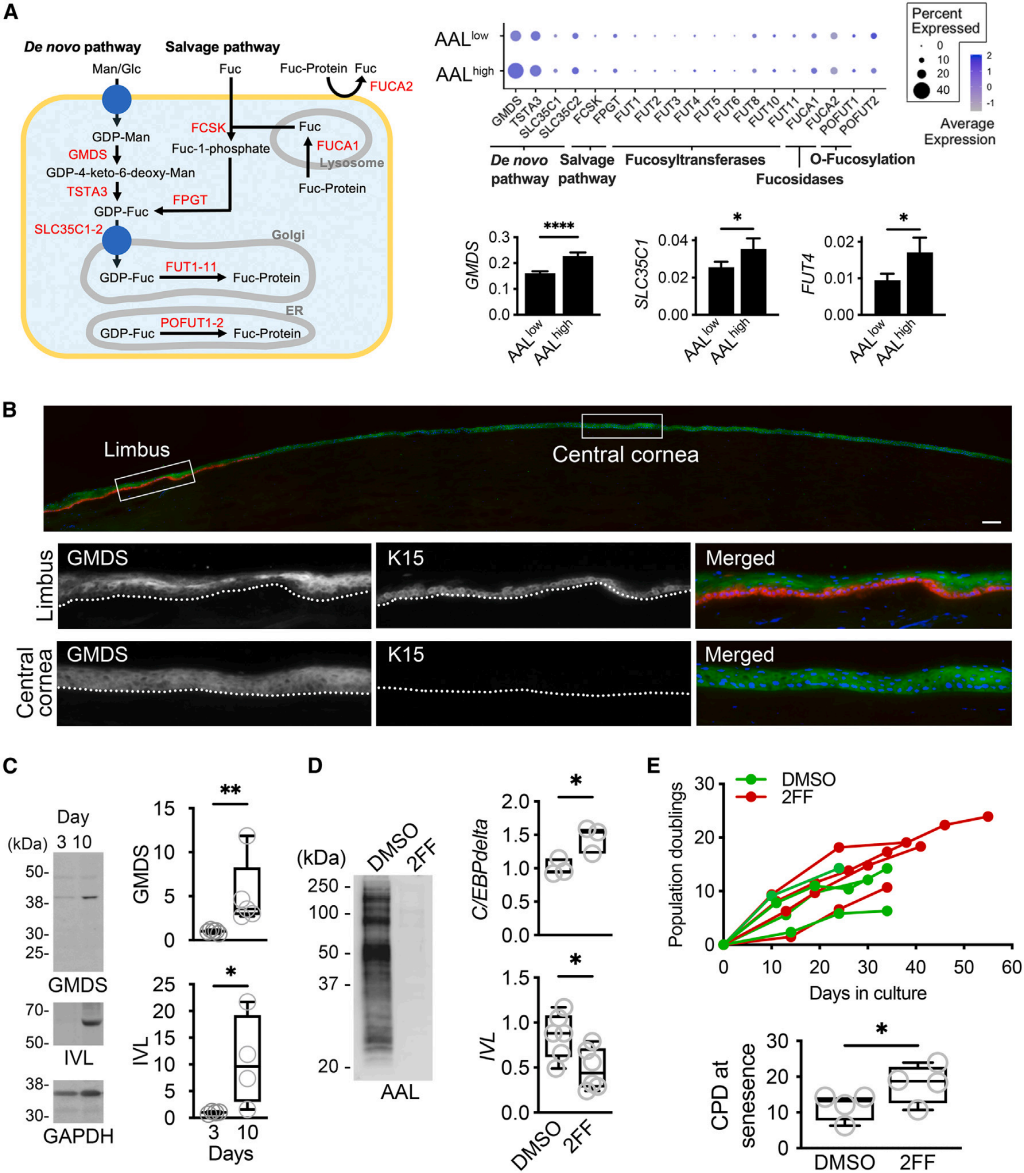
The GDP-fucose *de novo* pathway is hampered in limbal progenitor epithelial cells (A) Left: schematic overview of the biosynthesis of fucosylated proteins through *de novo* and salvage pathways. Relevant enzymes are labeled in red. Right, top: bubble heatmap showing fucosylation pathway genes in the AAL^low^ and AAL^high^ cell fractions. The size and color of the dot indicate the fraction of expressing cells and averaged scaled expression level for each gene, respectively. Right, bottom: bar graphs depicting genes whose expression is significantly altered between the AAL^low^ and AAL^high^ cell fractions (*n* = 3 human donors; bar graphs indicate mean ± SEM; ^∗^*p* < 0.05, ^∗∗∗∗^*p* < 0.0001, Mann-Whitney test). (B) Representative image of the human cornea co-stained with antibodies to GMDS (green) and K15 (red). Bottom images show magnified images from the same corneal section. Nuclear DNA was stained with DAPI (blue). Dashed lines denote the epithelial-stromal junction. Scale bar, 100 μm. (C) Immunoblot analysis of human limbal epithelial cells grown for 3 and 10 days. The box-and-whisker plots show the densitometry analysis of the protein band intensity, expressed as the ratio of the target protein/housekeeping protein (*n* = 4–5 human donors; ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, Mann-Whitney test). IVL, involucrin. (D) Representative lectin blot of human limbal epithelial cells treated with 2F-peracetyl-fucose (2FF) for 14 days. DMSO was used as vehicle control. Right: box-and-whisker plots of qPCR data showing the relative expression of C/EBPdelta and IVL after 7 and 14 days, respectively (*n* = 3–6 human donors; ^∗^*p* < 0.05, paired t test). (E) Cumulative population doublings of human limbal epithelial cells treated with 2FF or DMSO (*n* = 4 human donors). Bottom: box-and-whisker plots showing the cumulative population doublings on senescence (*n* = 4 human donors; ^∗^*p* < 0.05, unpaired t test).

In subsequent experiments, we focused on GMDS since it constitutes a rate-limiting enzyme in the synthesis of GDP-fucose. We asked about the localization of this enzyme in the stratified epithelia of the human cornea and limbus. By immunofluorescence, we found GMDS being present in central cornea and along the suprabasal and superficial cell layers of the human limbus, but not in the basal layer where K15-positive progenitor cells reside (Figure 4B). In concordance with these results, GMDS staining localized toward the more differentiated cells in the hair shaft and was predominant in the stratified cells lining the luminal portion of the meibomian gland duct (Figure S4). These data demonstrate a positive correlation between the cellular distribution of GMDS and AAL and support a role for GMDS in directing the fucosylation of cell surfaces in human stratified epithelia.

Based on these findings, we decided to test the potential of inhibiting fucosylation to enhance the proliferative capacity of primary cultures of human limbal epithelial cells. Toward this end, we used 2F-peracetyl-fucose, an inhibitor of cellular fucosylation that suppresses GMDS activity and causes a reduction in the levels of GDP-fucose (Okeley et al., 2013). We first established that the culture of limbal epithelial cells for up to 10 days led to a significant increase in the relative amount of GMDS, concomitant with an increase in the levels of involucrin—a marker of corneal epithelial cell differentiation (Figure 4C). In subsequent experiments, we showed that the addition of 2F-peracetyl-fucose dramatically reduced protein fucosylation in cultured cells, as shown by AAL lectin blotting (Figure 4D). Remarkably, we observed that culturing limbal epithelial cells with the inhibitor for 7 days resulted in an increased expression of C/EBPdelta, a transcription factor known to influence cell cycle progression (Barbaro et al., 2007), followed by a subsequent decrease in the expression of the differentiation marker involucrin by day 14. Moreover, 2F-peracetyl-fucose led to enhanced cell proliferation capacity, evidenced by a greater number of cumulative population doublings in these cells (Figure 4E). Statistical analysis of the number of doublings at senescence demonstrated that cells incubated with 2F-peracetyl-fucose were able to achieve a better growth rate when compared to the vehicle control, suggesting that manipulation of this pathway could potentially be used therapeutically to promote limbal epithelial cell expansion *ex vivo*.

## Discussion

Adult stem cells are present in self-renewing tissues such as the stratified epithelia of the cornea and epidermis, where they replenish dying cells and restore tissue integrity following injury. While there has been significant progress in understanding the biology of these cells, we are only beginning to define how carbohydrates found on their glycocalyx control self-renewal and differentiation. The present study addresses these gaps in knowledge in the human cornea by combining cell sorting of lectin-labeled cells and single-cell transcriptomics. Our results identify the limbal stem cell niche as a low-fucose microenvironment and suggest a role for GMDS in the maintenance of limbal epithelial progenitor cells.

An early study in the *Drosophila* midgut demonstrated that the GDP-fucose *de novo* pathway plays an important role in the self-renewal and commitment of intestinal epithelial stem cells. Loss of the *Drosophila* ortholog for mammalian *GMDS* led to aberrant self-renewing stem cell divisions that generated additional intestinal stem-like cells while simultaneously producing terminally differentiated cells (Perdigoto et al., 2011). The data obtained using this model are compatible with our results showing reduced levels of GMDS in the basal epithelial layer of the limbus, where asymmetric cell division and cell fate decisions occur. The reduced expression of GMDS was also apparent in basal cells of the hair follicle and meibomian gland duct, suggesting that low fucosylation might be an overarching mechanism that influences stem cell fate in human stratified squamous epithelia. It should be noted that, in contrast to these findings, fucose deficiency has been associated with decreased self-renewal in other types of adult stem cells. Deletion of *TSTA3*, an enzyme necessary for the *de novo* synthesis of GDP-fucose, in mouse hematopoietic stem cells led to decreased self-renewal and aberrant hematopoietic phenotypes, as shown by the reduced ability to form multilineage colonies (Myers et al., 2010; Yan et al., 2010). These differences could be related to the distinct functional capacities of stem cells in adult tissues, the individual features of the microenvironment, and the specific signaling pathways that fucose governs in each cell type and species.

The potential consequences of reduced cell surface fucosylation to limbal progenitor cell biology are likely broad and complex. GMDS contributes to regulate the metabolic flux of GDP-fucose through the *de novo* pathway and, consequently, controls the fucosylation of multiple cell surface receptors. For instance, GDP-fucose is necessary for the O-fucosylation of Notch receptors and is also critical to their function (Harvey and Haltiwanger, 2018). Reducing Notch signaling in the human limbus has been shown to decrease the proliferative capacity of epithelial stem cells and maintain the undifferentiated state of limbal stem cells (González et al., 2020; Gonzalez et al., 2019). Consequently, it is expected that low fucose availability in the human limbus will lead to decreased glycosylation of Notch receptors and foster the preservation of limbal stem cell identity. GDP-fucose is also necessary for the biosynthesis of fucosylated Lewis X antigens (Wang et al., 2009). Interestingly, the expression of these fucosylated antigens has been linked to the differentiation stage of corneal epithelial cells in rabbits (Cao et al., 2001), mirroring our histochemistry results showing increased AAL staining in the mature human cornea. Analysis of the expression of fucosyltransferases in rabbit epithelium revealed that *Fut4*, among other fucosyltransferases, supported corneal epithelial cell differentiation by regulating Lewis X-mediated cell-cell interactions (Cao et al., 2001). In our experiments, *FUT4* was one of three genes significantly upregulated in the AAL^high^ epithelial cell subpopulation, suggesting a role for this enzyme in regulating biological functions associated with progenitor cell differentiation in the human limbus.

The culture of limbal epithelial cells for autologous transplantation is becoming an attractive therapeutic modality to treat unilateral limbal stem cell deficiency (Le et al., 2020). Essential to the success of the procedure is the development of new approaches that reliably foster the expansion of epithelial cells from limbal tissue explants and allow for the establishment of a fully functional corneal surface (Jurkunas et al., 2023). Permanent restoration of a transparent, renewing corneal epithelium has been associated with the presence in culture of a high percentage of holoclone-forming stem cells, as defined by the presence of ΔNp63α (Rama et al., 2010). As a result, techniques have been devised to prospectively isolate stem cells from the limbal tissue explants. These techniques have favored the use of protein biomarkers on the cell surface, allowing for monoclonal-antibody-based stem cell sorting strategies (Ksander et al., 2014). Our data showing enhanced clonogenic capacity of cell-sorted AAL^low^ cells indicate that enrichment by negative selection using lectins or carbohydrate-binding reagents is a viable alternative to the use of protein antibodies.

In addition to cell sorting strategies, preserving the glycocalyx of stem cells in culture presents a promising opportunity for therapeutic applications. It is well established that the expansion of limbal epithelial cells in culture is limited by the gradual loss of stemness and proliferative potential over time (Collin et al., 2021; Puri et al., 2022). Our *in vitro* data, which showed a progressive increase in *GMDS* expression and AAL staining over time, prompted us to investigate the potential of inhibiting fucosylation to enhance the proliferative capacity of these cells in culture.

Key insights for this investigation came from previous studies in the fruit fly intestine, which observed that the loss of GMDS in cells that had exited the self-renewing state and become committed was dispensable for terminal differentiation (Perdigoto et al., 2011). These findings suggested that the success of strategies aimed at expanding limbal epithelium using fucosylation inhibitors would depend on the presence of undifferentiated precursors capable of proliferation and self-renewal.

Efforts to reduce fucosylation by transfecting primary human limbal epithelial cell cultures with *GMDS* small interfering RNA led to decreased GMDS biosynthesis but did not substantially reduce cellular fucosylation. Previous attempts to achieve this had already indicated that near-complete loss of GMDS activity is necessary to substantially diminish fucosylation (Moriwaki et al., 2009). To overcome this limitation, we treated limbal epithelial cells, directly obtained from the cell bank, with 2F-peracetyl-fucose, which resulted in a near-complete inhibition of cell surface fucosylation. This approach enhanced the expression of C/EBPdelta and increased cell proliferation, suggesting the presence of undifferentiated precursors in the early passage population that were responsive to fucose inhibition. This strategy holds promise for future research aimed at improving treatments for limbal stem cell deficiency through the cultivation of epithelial cells.

## Methods

### Lectin histochemistry and immunofluorescence

Tissues (see supplemental experimental procedures) were embedded in Tissue-Tek OCT compound (Sakura Finetek), frozen, and sectioned at a thickness of 10 μm. For lectin histochemistry, tissue sections and cell cultures grown on Millicell EZ 8-well glass chamber slides were blocked with 4% bovine serum albumin (BSA) and 2% normal goat serum in Dulbecco’s-modified phosphate-buffered saline (DPBS) for 1 h at room temperature before incubation with 1 μg/mL of fluorescein-conjugated *Aleuria Aurantia* lectin (Vector Laboratories) for 2 h at room temperature in the presence or absence of 0.1 M L-fucose. For immunofluorescence detection of MelanA, tissue sections were fixed with 4% paraformaldehyde for 15 min and permeabilized with 0.2% Triton X-100 for 20 min. For detection of GMDS and K15, tissue sections were fixed with ice-cold methanol for 15 min. Sections were blocked with 10% normal goat serum in DPBS for 1 h at room temperature. Then, they were incubated overnight at 4°C with primary antibodies to MelanA (1:1,000, clone EPR20380; Abcam), GMDS (1:50; Proteintech), both GMDS and K15 (1:500, clone LHK15; GeneTex), or isotype controls. Sections were subsequently washed three times with DPBS and incubated with the appropriate secondary antibodies conjugated to Alexa Fluor 488 or 647 (Thermo Fisher Scientific, Southern Biotech) for 1 h at room temperature. Slides were washed with DPBS before addition of FluoroMount-G with DAPI (Thermo Fisher Scientific) and a coverslip. Imaging was performed on a Zeiss Axio Observer Z1 inverted fluorescent microscope (Carl Zeiss Microimaging GmbH).

For lectin-antibody co-staining, human corneal tissue was processed using the AAL staining procedure described earlier followed by permeabilization with 0.2% Triton X-100 for 20 min. Sections were incubated overnight at 4°C with primary antibodies to K15 (1:500, clone LHK15) or ABCG2 (1:100, Bxp-21; Santa Cruz Biotechnology), followed by incubation with the appropriate secondary antibodies conjugated to Alexa Fluor 647 (Thermo Fisher Scientific). For human eyelid tissue, sections were fixed with 4% paraformaldehyde for 15 min and blocked with 10% normal goat serum. Sections were then incubated overnight at 4°C with primary antibodies to K15 (1:400, clone EPR1614Y; Abcam), K5 (1:500; Abcam), or LGR5 (1:50, clone RD42; R&D Systems), followed by the appropriate secondary antibodies and lectin staining.

The regional variation in AAL staining in the corneal epithelium was evaluated by analyzing the images with ImageJ software (National Institutes of Health). A line-intensity scan analysis was performed along the basal layers of the limbus and central cornea. Mean pixel intensity values for the green channel were determined from 5 consecutive, non-overlapping line segments (20 μm long) across each region. Two independent sections from 5 individual donors were used for quantification.

### Cell sorting and flow cytometry

Limbal epithelial cell suspensions (see supplemental experimental procedures) were resuspended in flow buffer (2% FBS in DPBS lacking calcium and magnesium and supplemented with 1 mM EDTA). The suspensions were incubated with 1 μg/mL fluorescein-conjugated AAL on ice for 30 min, with gentle mixing every 10 min. Cells were collected by centrifugation, washed with DPBS lacking calcium and magnesium, and resuspended in flow buffer. Immediately before sorting, cells were again filtered with a 35 μm nylon cell strainer. Addition of 3 μM propidium iodide (Thermo Fisher Scientific) was used to exclude dead cells. The stained cells were sorted by a Coulter ELITE cell sorter calibrated for two-color fluorescence. The cells were sorted into two populations, cells with relatively low AAL binding (AAL^low^) and cells with relatively high AAL binding (AAL^high^). Flow cytometry was carried out using epithelial cell suspensions from the limbus and central cornea with a BD LSR II flow cytometer (BD Pharmingen).

### Colony-forming efficiency and population doubling

To determine colony-forming efficiency, frozen human limbal epithelial cells from the cell bank (see supplemental experimental procedures) were plated onto a 6-well cell culture plate at a density of 1,000 cells/well in the presence of 3T3-J2 fibroblasts and grown as aforementioned with medium changes every 2 to 3 days. When distinct cell colonies were observed in approximately 2 weeks, the colonies were washed, fixed with 4% paraformaldehyde, and stained with 0.2% crystal violet (Sigma-Aldrich) in 10% ethanol. Values are expressed as the ratio of the number of colonies to the number of inoculated cells. For population doubling assays, 1,000 cells from the cell bank were grown on a 12-well cell culture plate in the presence of 3T3-J2 fibroblasts with medium changes every 2 to 3 days. When epithelial cultures reached ∼80% confluence, cells were detached, counted, and replated at approximately 1:10 dilution every 10–14 days. Population doubling values were calculated using the following formula: x = log_2_N/No, where N equals the number of epithelial cells harvested at day 14 and No equals the number of seeded cells.

### scRNA-seq

Limbal epithelial cell suspensions containing the AAL^low^ or AAL^high^ cell populations were passed through a 35 μm nylon cell strainer, centrifuged for 5 min at 400 × g and washed in 1 mL ice-cold PBS. The cells were centrifuged again for 5 min at 400 × g and resuspended in ice-cold PBS at a ratio of 200 μL PBS per 1 × 10^6^ cells, followed by the dropwise addition of ice-cold methanol, at a ratio of 800 μL per 1 × 10^6^ cells. The cells were stored at −80°C until sequencing.

Single-cell mRNA sequencing was performed by the Center for Cellular Profiling at Brigham and Women’s Hospital. Cells from each condition were resuspended in 0.4% BSA in PBS at a concentration of 1,000 cells per μL. Samples were loaded onto a single lane (Chromium chip, 10× Genomics) and encapsulated in a lipid droplet (Single Cell 3′ kit v.3.1, 10× Genomics). The generation of cDNA and sequencing libraries were performed according to the manufacturer’s protocol. The libraries were sequenced to an average of 30,000 reads per cell using Illumina Novaseq.

### Processing of the RNA sequencing data

scRNA-seq reads were processed with Cell Ranger v.3.1, which quantified transcript counts per putative cell. Quantification was performed using the STAR aligner against the GRCh38 transcriptome. Data were loaded in R (version 4.2.2) and processed using the Seurat package (version 4.3.0) (Hao et al., 2021). Cells with more than 200 unique molecule identifiers (UMIs) per cell and less than 10% mitochondrial gene transcript content were retained for analysis. The data of both AAL^low^ and AAL^high^ 10X libraries were merged and processed together. The merged data were normalized for sequencing depth per cell and log-transformed using a scaling factor of 10,000. Cells were clustered using graph-based clustering. The differentially expressed genes per cluster were calculated using the Wilcoxon rank-sum test and used to identify cell types.

### Immunoblot and lectin blot

Limbal epithelial cells were lysed in radioimmunoprecipitation assay buffer supplemented with complete EDTA-free Protease Inhibitor Cocktail (Roche Diagnostics). After homogenization with a pellet pestle, the cell extracts were centrifuged at 17,115 × g for 30 min at 4°C, and the protein concentration of the supernatants was determined using the Pierce BCA protein assay kit (Thermo Fisher Scientific). Proteins were separated by SDS-PAGE (10% resolving gel) and electroblotted onto nitrocellulose membranes. For immunoblots, membranes were blocked with 5% nonfat milk in 0.1% Tween 20 in Tris-buffered saline for 1 h at room temperature and incubated overnight with primary antibodies to GMDS (1:1,000; Proteintech) or involucrin (1:1,000, SY5; Thermo Fisher Scientific). GAPDH (1:5,000, FL-335; Santa Cruz Biotechnology) staining served as a sample loading control. Membranes were then incubated with the appropriate secondary antibodies conjugated to IRDye 680 or 800 (Li-Cor) for 1 h at room temperature. For lectin blots, membranes were blocked with 1% polyvinylpyrrolidone in Tris-buffered saline–Tween overnight at 4°C. Membranes were then incubated with 1 μg/mL biotin-labeled AAL (Vector Laboratories) for 1.5 h at room temperature. Lectin binding was detected with IRDye 680RD Streptavidin (1:5,000; Li-Cor). Blots were imaged using an Odyssey DLx Imager (Li-Cor). The densitometric analysis of immunoblots was performed with ImageJ software.

### qPCR

Total RNA was isolated from epithelial cells using the RNeasy Micro Kit (QIAGEN) following the manufacturer’s instructions. Residual genomic DNA in the RNA preparation was eliminated by on-column DNase I digestion (QIAGEN). Total RNA was transcribed using the iScript cDNA Synthesis Kit (Bio-Rad). The qPCR was performed using the SsoAdvanced Universal SYBR Green Supermix (Bio-Rad). Primer sequences for *CEBPD* (Unique Assay ID qHsaCED0048672), *IVL* (Unique Assay ID qHsaCID0008540), and *GAPDH* (Unique Assay ID qHsaCED0038674) mRNA were obtained from Bio-Rad. Gene expression was measured in a Mastercycler ep realplex thermal cycler (Eppendorf) with the following parameters: 2 min at 95°C, followed by 40 cycles of 5 s at 95°C and 30 s at 60°C. Fold changes were calculated using the comparative ΔΔC_T_ method by normalizing to *GAPDH*.

### Statistical analysis

Analysis was performed in GraphPad Prism 7. All *in vitro* experiments were performed in biological replicates of three or more. Values are graphed as bar graphs or box-and-whisker plots showing the 25th and 75th percentiles (boxes), the median, and the minimum and maximum data values (whiskers). Significance was determined using the unpaired or paired t test, or the Mann-Whitney test. Significance was established as ^∗^*p* < 0.05.

## Experimental procedures

The procedures describing tissue source, preparation of corneal and limbal epithelial cell suspensions, growth-arrested 3T3-J2 cells, ex vivo expansion and culture of human limbal epithelial cells, and culture of human limbal melanocytes are described in the supplemental experimental procedures.

## Resource availability

### Lead contact

Further information and requests should be directed to and will be fulfilled or facilitated by the lead contact, Pablo Argüeso ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

All the single-cell RNA sequencing data generated in the present study have been deposited at the NCBI Gene Expression Omnibus (GEO: GSE250294) and are publicly available as of the date of publication. No original code and/or algorithms are reported in the present study; however, code used for data analysis can be provided upon request. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

This work was supported by the 10.13039/100000002National Institutes of Health NEI grant R01EY026147, Massachusetts Lions Eye Research Fund, Inc.; 10.13039/100001818Research to Prevent Blindness, Inc.; and the New England Corneal Transplant Research Fund. We thank Jessica Feldt and Randy Huang for assistance in the technical development of the project.

## Author contributions

Conception and design, A.M.W. and P.A.; development of methodology, A.M.W., D.G., and R.M.-C.; acquisition of data, A.M.W. and R.M.-C.; data interpretation, A.M.W., D.G., R.M.-C., E.E.G., R.M.L., and P.A.; writing – reviewing and/or revision of the manuscript, A.M.W., D.G., R.M.-C., E.E.G., R.M.L., and P.A.

## Declaration of interests

P.A. and A.M.W. declare that a provisional patent application related to the methods and findings described in this manuscript has been filed. The provisional patent application is titled “Fucosylation inhibitors for the treatment of ocular diseases” and was submitted on 03/01/2024.

# Supplementary material for: Low fucosylation defines the glycocalyx of progenitor cells and melanocytes in the human limbal stem cell niche
**Source:** Stem Cell Reports. 2024 Dec 19;20(1):102378. doi: 10.1016/j.stemcr.2024.11.008
**Supplement:** Document S1. Figures S1–S4 and Supplemental experimental procedures

**Supplemental Information**

**Low fucosylation defines the glycocalyx of progenitor cells and melanocytes in the human limbal stem cell niche**

**Ashley M. Woodward, Damien Guindolet, Rafael Martinez-Carrasco, Eric E. Gabison, Robert M. Lavker, and Pablo Argüeso**

## Supplemental Figures

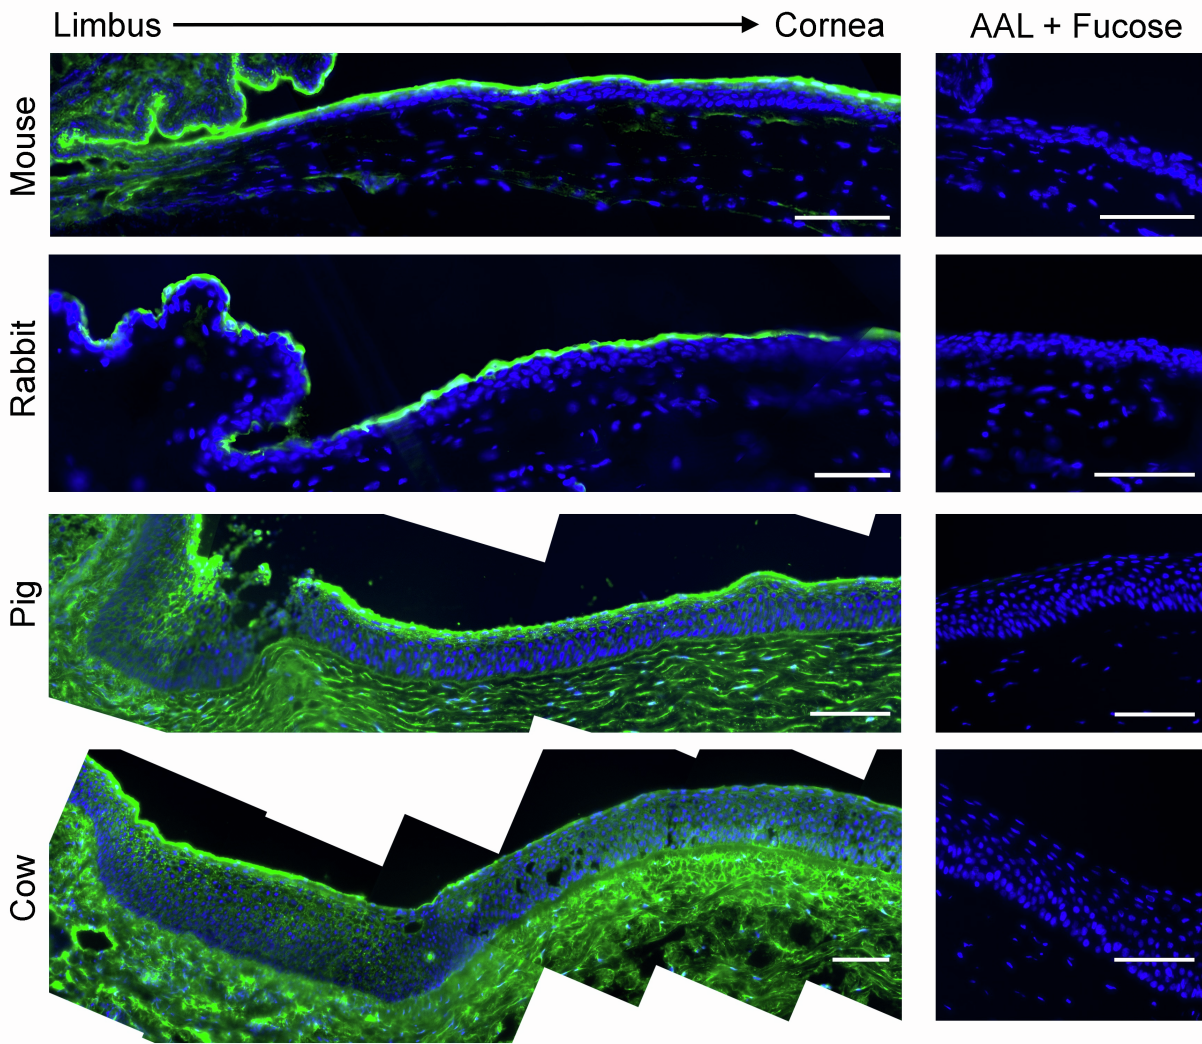

**Supplemental Figure S1.**

Representative images showing AAL histochemistry (green) and DAPI (blue) in limbus and cornea of different adult mammalian species. AAL binding was inhibited in the presence of competing L-fucose. Scale bars, 100  $\mu$ m.

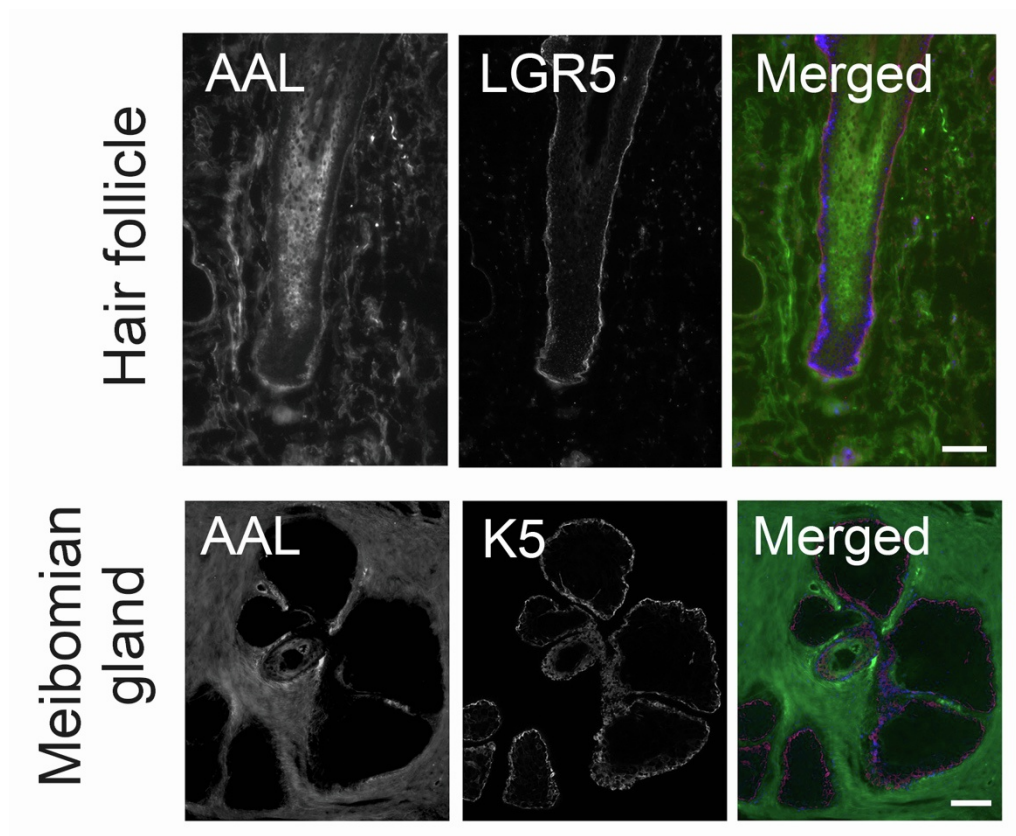

**Supplemental Figure S2.**

Representative costaining images of AAL (green) and LGR5 (red) in the hair follicle, or cytokeratin 5 (red) in the meibomian gland. Nuclear DNA in the merged image was stained with DAPI (blue). Scale bars, 100  $\mu\text{m}$ .

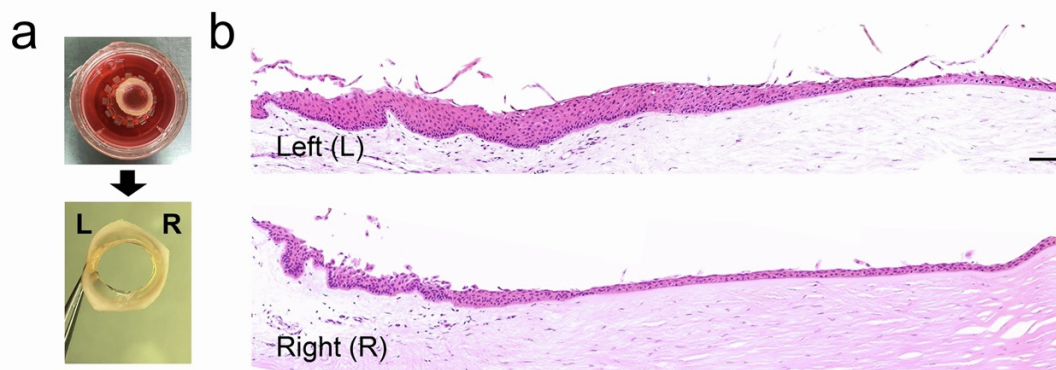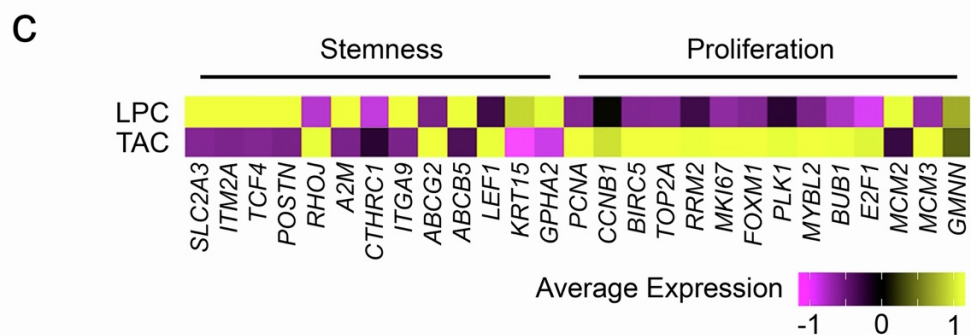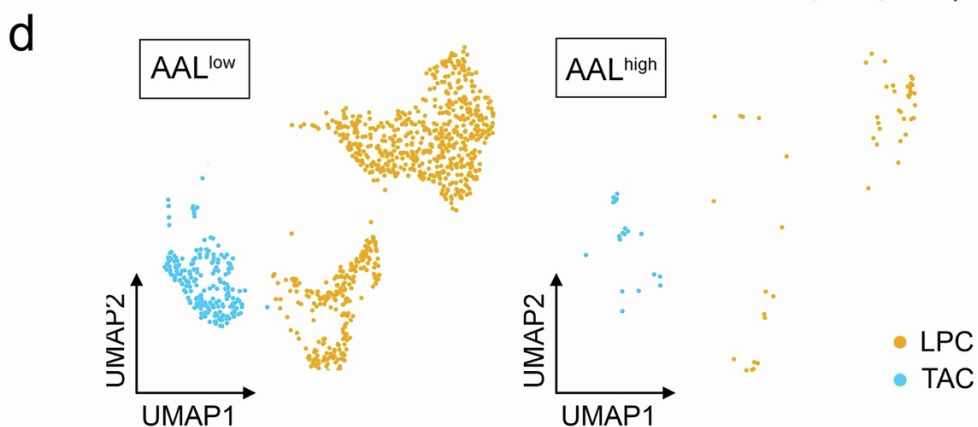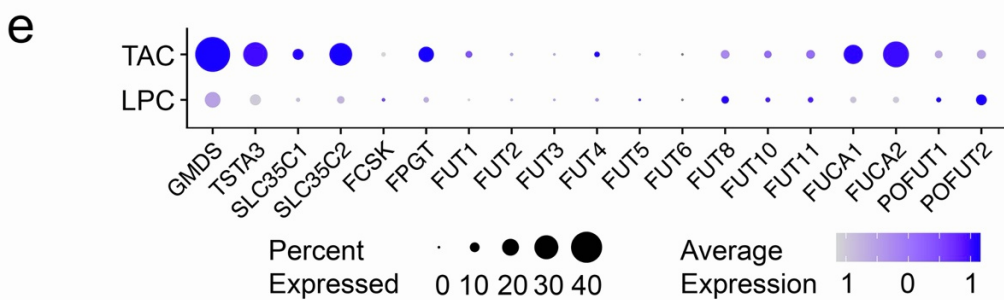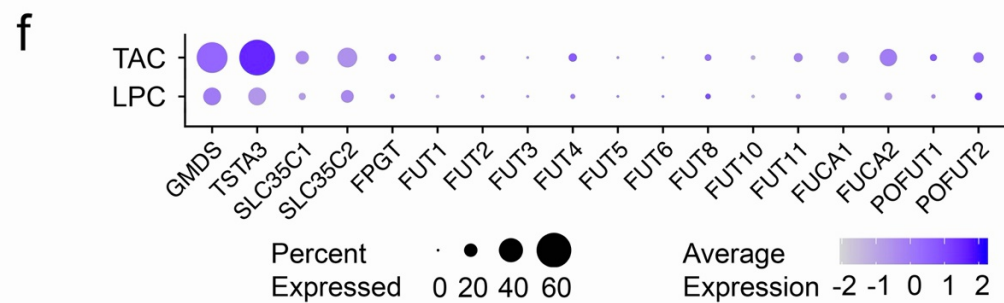

### **Supplemental Figure S3.**

(a) Isolation of the limbal region of the cornea. The outer ring contains peripheral cornea, limbus and adjacent conjunctiva. L, left portion; R, right portion.

(b) Histological assessment of peripheral corneal donor tissue (left and right portions) by hematoxylin and eosin staining. Scale bar = 100  $\mu$ m.

(c) Heatmap showing expression patterns of genes related to stemness and proliferation in limbal progenitor (LPC) and transient amplifying (TAC) cell subpopulations, identified by the reclustering of corneal epithelial cells, as described (Li et al., 2021).

(d) UMAP visualization of LPC and TAC cell subpopulations within the AAL<sup>low</sup> and AAL<sup>high</sup> fractions.

(e) The dot plot depicts expression levels of fucosylation genes in the LPC and TAC cell subpopulations together with the percentage of cells expressing each gene in our datasets.

(f) The dot plot depicts expression levels of fucosylation genes in published LPC and TAC cell subpopulations together with the percentage of cells expressing each gene in a database from a public repository (data accessible at NCBI GEO database, accession GSE153515) (Li et al., 2021).

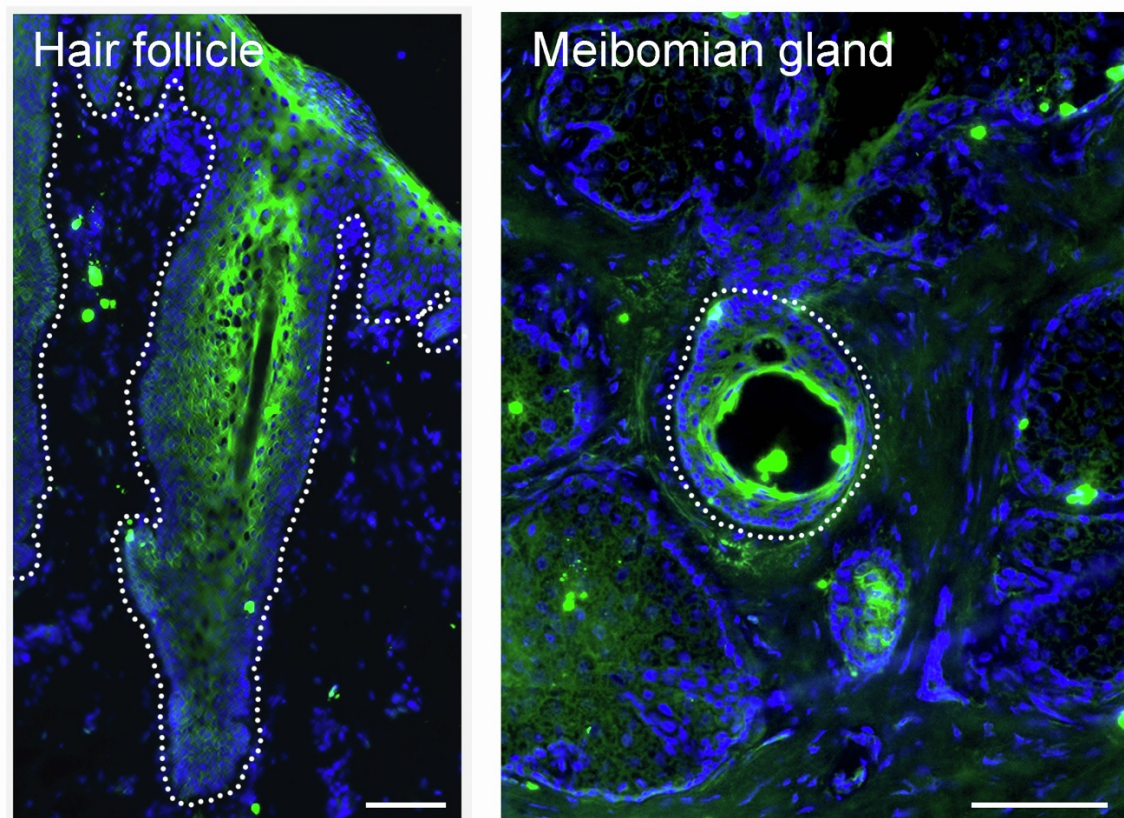

**Supplemental Figure S4.**

Representative micrographs showing GMDS distribution (green) in human hair follicle and meibomian gland specimens. Nuclear DNA was stained with DAPI (blue). Dashed lines denote the epithelial-stromal junction. Scale bars, 100  $\mu\text{m}$ .

## **Supplemental Experimental Procedures**

### **Tissue source**

All procedures on human tissue were performed in accordance with the Declaration of Helsinki and approved by the Health Sciences Institutional Review Board at Tufts University. Human postmortem corneoscleral tissue unsuitable for transplantation was obtained from Lions VisionGift (Portland, OR) and Saving Sight (Kansas City, MO). Standard eye bank protocols for informed consent and protection of donor confidentiality were used. Standard serologies for infectious agents were negative for all donors. The mean age of the donors (5 females, 5 males) was  $61.3 \pm 3.8$  years (range, 50 to 88 years). The average time from death to preservation of corneoscleral tissue was  $14.0 \pm 1.4$  hours and the average time the tissue was kept in organ culture was  $4.6 \pm 0.5$  days. Archived human eyelid tissue removed during lid resection surgery was obtained from a previous study (Ubels et al., 2012). Eyes from other animal species (cow, pig, rabbit and mouse) were obtained immediately after death from a local slaughterhouse or animal facility.

### **Preparation of corneal and limbal epithelial cell suspensions**

The iris root and endothelium were scraped from corneoscleral tissue using a K-sponge spear (Katena). The central portion of the tissue was cut with an 8-mm disposable biopsy punch (Integra Miltex) to produce corneal rims. Corneal rims and central cornea were subsequently incubated for 1 hour at 37 °C with 2.4 IU/mL Dispase II (Thermo Fisher Scientific) in a supplemented growth medium (sGMedium) containing a 3:1 mixture of DMEM GlutaMAX:F12 with 10% fetal bovine serum, 0.4 µg/mL hydrocortisone, 5 µg/mL insulin, 1.4 ng/mL triiodothyronine, 24 µg/mL adenine, 8.4 ng/mL cholera toxin, 10 ng/mL epidermal growth factor and 1% antibiotic–antimycotic. The epithelia were scraped with a sterile disposable scalpel no. 10 (Integra Miltex), centrifuged at  $400 \times g$  for 5 minutes and resuspended in TrypLE Express for another 5 minutes. Cells were then washed with DPBS lacking calcium and magnesium and filtered through a 35 µm nylon cell strainer (Corning).

### **Growth-arrested 3T3-J2 cells**

3T3-J2 mouse fibroblasts (Kerafast) were maintained in DMEM GlutaMAX with 10% bovine calf serum (Hyclone) and 1% penicillin/streptomycin in a humidified incubator with 5% CO<sub>2</sub>. Fibroblasts were mitotically inactivated by incubation with 4 µg/mL mitomycin-C (Sigma-Aldrich) for 2 hours at 37 °C. Cells were then rinsed five times with DPBS lacking calcium and magnesium, detached with TrypLE Express (Thermo Fisher Scientific) and frozen in DMEM

GlutaMAX supplemented with 20% bovine calf serum and 10% dimethylsulfoxide (DMSO) for 2 hours at -80 °C before cryopreservation in liquid nitrogen.

### **Ex vivo expansion and culture of human limbal epithelial cells**

Growth-arrested 3T3-J2 fibroblasts were suspended in DMEM GlutaMAX with 10% fetal bovine serum and plated at a density of  $4.6 \times 10^4$  cells/cm<sup>2</sup> in a 100-mm tissue culture dish (Corning). On the following day, limbal epithelial cell suspensions were resuspended in sGMedium and seeded at a density of up to  $6 \times 10^3$  cells/cm<sup>2</sup> in 100-mm tissue culture dishes containing growth-arrested 3T3-J2 fibroblasts. The sGMedium was changed on the third day and every other day thereafter. After 7 days, the 3T3-J2 feeder cells were detached using Versene (Thermo Fisher Scientific) for approximately 1 minute, followed by a wash in DPBS and a 10-minute incubation with TrypLE Express to detach the epithelial cells. These cells were pelleted by centrifugation and frozen (passage 0; cell bank) in DMEM GlutaMAX supplemented with 20% fetal bovine serum and 10% DMSO.

Viable epithelial cells, as determined using Trypan Blue exclusion, were plated at a density of  $2 \times 10^4$  cells/cm<sup>2</sup> for lectin histochemistry or  $1 \times 10^5$  cells/cm<sup>2</sup> for immunoblot and lectin blot. Epithelial cells used for lectin histochemistry, or lectin blot, were grown in the presence of growth-arrested fibroblasts. The fibroblasts were detached for imaging or before protein was collected from the epithelial cells. Immunoblot analyses were performed using protein from epithelial cells grown alone, as previously described (Guindolet et al., 2022). For fucosylation inhibition assays, cells were incubated continuously with 100 µM 2F-peracetyl-fucose (Sigma-Aldrich) or vehicle control (DMSO).

### **Culture of human limbal melanocytes**

Human limbal melanocytes were cultured as previously described (Polisetti et al., 2020). Briefly,  $2-10 \times 10^5$  cells harvested from corneoscleral tissues were seeded onto T75 tissue culture flasks and grown in Medium 254 supplemented with HGMS-2 (Thermo Fisher Scientific). Medium was changed on the first day and every other day thereafter. After 10-14 days, melanocytes and fibroblasts were enzymatically isolated from epithelial cells based on differences in substrate adherence by incubation with a 0.025% trypsin-0.01% EDTA solution (Thermo Fisher Scientific) for 1-3 minutes at 37 °C. After centrifugation, cells were resuspended in Medium 254 supplemented with HGMS-2 and replated at a density of  $5 \times 10^3$  cells/cm<sup>2</sup>. Upon reaching 80% confluence, cultures were treated with 0.2 mg/ml geneticin (Thermo Fisher Scientific), an inhibitor of protein synthesis that differentially affects the viability of melanocytes and fibroblasts, for 48 hours to inhibit the growth of fibroblasts. Geneticin was added up to three times to achieve

a yield of >95% melanocytes before expansion in CnT-40 medium (Zen-Bio). Melanocytes were plated onto Millicell EZ 8-well glass chamber slides at a density of  $2 \times 10^4$  cells/cm<sup>2</sup>.

For evaluation of melanocyte enrichment, single cell suspensions of geneticin treated cells were incubated with FcR blocking reagent (20  $\mu$ l/10<sup>6</sup> cells; Miltenyi Biotec) for 5 minutes and washed with PBS. Cells were then incubated with APC-conjugated anti-CD117 antibody (A3C6E2; Miltenyi Biotec) or isotype control antibody (10  $\mu$ l/10<sup>6</sup> cells) in PBS containing 0.1% sodium azide and 2% fetal bovine serum for 30 minutes at 4 °C in the dark. After washing with PBS, cells were analyzed with a BD LSR II flow cytometer (BD Pharmingen).

## Supplemental References

Guindolet, D., Woodward, A.M., Gabison, E.E., and Argueso, P. (2022). Glycogene expression profile of human limbal epithelial cells with distinct clonogenic potential. *Cells* 11. 10.3390/cells11091575.

Li, D.Q., Kim, S., Li, J.M., Gao, Q., Choi, J., Bian, F., Hu, J., Zhang, Y., Li, J., Lu, R., et al. (2021). Single-cell transcriptomics identifies limbal stem cell population and cell types mapping its differentiation trajectory in limbal basal epithelium of human cornea. *Ocul Surf* 20, 20-32. 10.1016/j.jtos.2020.12.004.

Polisetti, N., Gießl, A., Li, S., Sorokin, L., Kruse, F.E., and Schlötzer-Schrehardt, U. (2020). Laminin-511-E8 promotes efficient in vitro expansion of human limbal melanocytes. *Sci Rep* 10, 11074. 10.1038/s41598-020-68120-0.

Ubels, J.L., Gipson, I.K., Spurr-Michaud, S.J., Tisdale, A.S., Van Dyken, R.E., and Hatton, M.P. (2012). Gene expression in human accessory lacrimal glands of Wolfring. *Invest Ophthalmol Vis Sci* 53, 6738-6747. 10.1167/iovs.12-10750.

# Supplementary material for: Low fucosylation defines the glycocalyx of progenitor cells and melanocytes in the human limbal stem cell niche
**Source:** Stem Cell Reports. 2024 Dec 19;20(1):102378. doi: 10.1016/j.stemcr.2024.11.008
**Supplement:** Document S2. Article plus supplemental information

# Low fucosylation defines the glycocalyx of progenitor cells and melanocytes in the human limbal stem cell niche

Ashley M. Woodward,<sup>1</sup> Damien Guindolet,<sup>2</sup> Rafael Martinez-Carrasco,<sup>1</sup> Eric E. Gabison,<sup>2</sup> Robert M. Lavker,<sup>3</sup> and Pablo Argüeso<sup>1,\*</sup>

<https://doi.org/10.1016/j.stemcr.2024.11.008>

## SUMMARY

It is widely recognized that the glycocalyx has significant implications in regulating the self-renewal and differentiation of adult stem cells; however, its composition remains poorly understood. Here, we show that the fucose-binding *Aleuria aurantia* lectin (AAL) binds differentially to basal cells in the stratified epithelium of the human limbus, hair follicle epithelium, and meibomian gland duct. Using fluorescence-activated cell sorting in combination with single-cell transcriptomics, we find that most epithelial progenitor cells and melanocytes in the limbus display low AAL staining (AAL<sup>low</sup>) on their cell surface, an attribute that is gradually lost in epithelial cells as they differentiate into mature corneal cells. AAL<sup>low</sup> epithelial cells were enriched in putative limbal stem cell markers and displayed high clonogenic capacity. Further analyses revealed that AAL<sup>low</sup> epithelial cells had reduced expression of GDP-mannose-4,6-dehydratase, an enzyme catalyzing the first and limiting step in the *de novo* biosynthesis of GDP-fucose, and that inhibition of fucosylation using a small-molecule fucose analog stimulated the proliferative potential of limbal epithelial cells *ex vivo*. These results provide crucial insights into the distinctive composition of the glycocalyx in adult stem cells and underscore the significance of fucose modulation in the therapeutic regeneration of the human limbal stem cell niche.

## INTRODUCTION

Adult stem cells, also known as somatic or nonembryonic stem cells, are undifferentiated cells located within specialized niches in the adult organism. They are responsible for maintaining normal tissue turnover and mounting a regenerative response following acute injury (de Morree and Rando, 2023). These cells are characterized by a high capacity of self-renewal, slow cell cycle, and ability to produce daughter cells that undergo proliferation and then differentiation. Populations of adult stem cells have been identified within multiple tissue types. In the corneal epithelium, they localize to the basal layer at the transition zone between the peripheral cornea and the anterior sclera, in an area known as the limbus (Figure 1A) (Cotsarelis et al., 1989). From this location, limbal epithelial stem cells give rise to transient amplifying cells that migrate centripetally and anteriorly to generate the mature corneal epithelium. The limbal stem cell niche contains a distinctive basement membrane and is enriched with various cell populations, such as melanocytes and immune cells. Multiple lines of evidence indicate that this unique microenvironment is critical to the prevention of stem cell differentiation and defining stem cell fate (Gesteira et al., 2017; Gonzalez et al., 2018; Secker and Daniels, 2009).

Uncovering the molecular signatures of adult stem cells as they transition from a self-renewing state into a specialized mature tissue remains a fundamental objective in stem

cell biology. This is a highly regulated process thought to be orchestrated primarily by the activation of specific transcriptional pathways and epigenetic modifications (Avgustinova and Benitah, 2016). Recent studies are highlighting the contribution of additional signals, such as those driven by metabolic cues, in the regulation of cell fate decisions (Tatapudy et al., 2017). Carbohydrates found on glycoproteins and glycolipids in the glycocalyx also play decisive roles in the control of cell fate, by modulating intracellular cell signaling and the interactions of cells with the microenvironment (Furukawa et al., 2012). The composition of the glycocalyx changes during differentiation and has been used for identifying and isolating specific cell types from heterogeneous populations (Lanctot et al., 2007). Research during the past decade has started to uncover the potential of altering the glycocalyx in the adult stem cell niche for therapeutic gain. One example is the enzymatic modification of N-acetylglucosamine on the surface of murine Paneth cells, which promotes hyperproliferation of neighboring stem cells in intestinal crypt organoids (Rouhanifard et al., 2018). Yet, progress in this field has been hindered by a shortage of details on the glycans present in the glycocalyx of stem cells across adult tissues and their relevance to maintaining self-renewal and differentiation capabilities.

The formation of the glycocalyx involves the coordinated action of metabolic enzymes, nucleotide sugar transporters, hydrolases, and multiple glycosyltransferases that

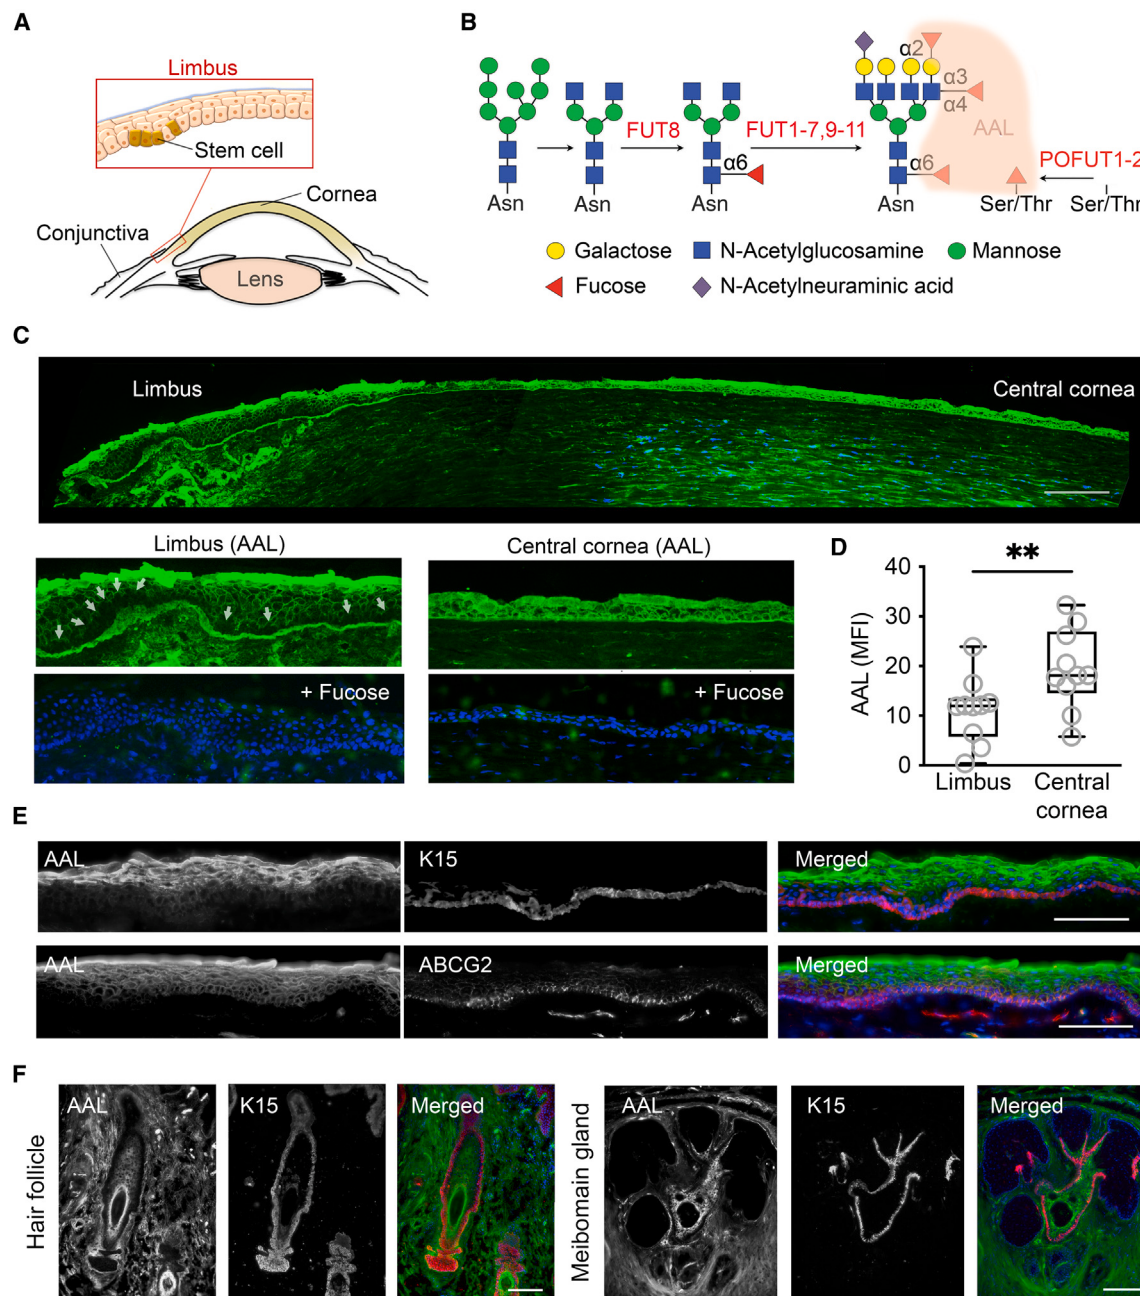

**Figure 1. AAL binds differentially to basal cells in human stratified epithelia**

(A) Schematic representation of adult stem cells located in the basal epithelial layer of the human limbus.

(B) Simplified diagram showing the post-translational modification of proteins by fucosyltransferases (FUT1-11, POFUT1-2) and the interactions between AAL and fucose residues.

(C) Representative image showing AAL histochemistry (green) and DAPI (blue) staining in the human cornea (top) of five human donors. Bottom images show magnified images from the same corneal section. Arrows indicate pockets of cells with negligible AAL staining. AAL binding was inhibited in the presence of competing L-fucose. Scale bar, 100  $\mu$ m.

(D) Quantification of AAL staining across the basal layer of the human limbal and central corneal epithelia. Two independent sections were analyzed from each donor. The box-and-whisker plots show the mean fluorescence intensity, MFI ( $n = 5$  human donors;  $**p < 0.01$ , paired t test).

(E) Immunohistochemical analysis of AAL (green) co-stained with K15 or ABCG2 (red) in the human limbus. Scale bars, 100  $\mu$ m.

(F) Immunohistochemical analysis of AAL (green) co-stained with K15 (red) in human hair follicle and meibomian gland specimens. Scale bars, 100  $\mu$ m.

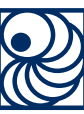

work together to synthesize and modify glycan chains (Scheper et al., 2023). In mammals, fucose-containing glycan chains have important roles in development and the regulation of signal transduction (Becker and Lowe, 2003). The addition of fucose to glycoconjugates requires the synthesis of a nucleotide-activated form of fucose, GDP-fucose, in the cytoplasm, which occurs primarily via the *de novo* pathway (Skurska et al., 2022). GDP-D-mannose-4,6-dehydratase (GMD5) is the first enzyme, and limiting step, in this pathway (Bisso et al., 1999). It catalyzes the conversion of GDP-D-mannose into the GDP-4-keto-6-deoxy-D-mannose intermediate, which is then epimerized and finally reduced to produce GDP-fucose (Sullivan et al., 1998). Crucial experiments in the *Drosophila* intestine have shown that loss of this enzyme does not influence terminal differentiation but leads to aberrant self-renewing stem cell divisions that generate increased numbers of stem cells (Perdigoto et al., 2011). Yet, the implications of these findings to mammalian organisms, and humans in particular, remain unknown. In the present study, we demonstrate that the fucose-binding *Aleuria aurantia* lectin (AAL) displays weak binding to progenitor cells within three human epithelial compartments. Moreover, we find that limbal epithelial cells with low fucosylation levels are enriched in putative limbal stem cell markers and display high clonogenic capacity. Further experiments revealed that these cells produce low levels of GMD5 and uncovered the potential of inhibiting fucosylation to stimulate the proliferative potential of limbal epithelial cells *ex vivo*.

## RESULTS

### AAL binds differentially to basal cells in human stratified epithelia

AAL is a lectin derived from the fungus *Aleuria aurantia* well-known for its ability to bind fucose-containing glycans (Figure 1B). AAL has high specificity for  $\alpha$ -linked fucose synthesized by fucosyltransferases (FUT1-11) and protein O-fucosyltransferases (POFUT1-2) located throughout the secretory pathway of eukaryotic cells (Bandini et al., 2016; Bojar et al., 2022). Analysis of AAL distribution in the human limbus revealed membranous staining along the suprabasal epithelial cell layers, with the most intense signal detected within the superficial cells (Figure 1C). Remarkably, we found that the basal layer of the limbus was defined by a patchy distribution of the lectin and the presence of pockets of cells with negligible staining. Conversely, basal cells of the central corneal epithelium exhibited a more intense and homogeneous pattern of staining compared to the basal limbal epithelium (Figures 1C and 1D). In co-staining experiments, we

observed a relationship between the absence of AAL staining and the presence of cytokeratin 15 (K15) and ABCG2, two putative markers of limbal stem cells (Figure 1E). Further examination of AAL staining in other mammalian tissues revealed differences across species (Figure S1). AAL staining in mice and rabbits was predominant in terminally differentiated superficial cells and low or absent in basal and suprabasal cells across the entire corneal epithelium. Pigs and cows, on the other hand, showed a gradual decrease of staining toward the basal layer of the limbus, similarly to humans. In these experiments, AAL binding could be inhibited by preincubation with L-fucose, indicating the specificity of the carbohydrate-lectin interaction.

In additional experiments, we asked whether the differential pattern of AAL staining in the limbus could be identified in other human stratified epithelia. Hair follicles contain a clearly defined anatomical region called the bulge, which preferentially expresses K15 and LGR5 and contains adult stem cells (Lyle et al., 1998; Polkoff et al., 2022). We found a negative correlation between the localization of these markers and AAL in the hair follicle, with K15 and LGR5 being primarily present in the basal layer of the epithelium and AAL showing increased staining toward the more differentiated cells of the hair shaft (Figures 1F and S2). Similar results were observed when evaluating the human meibomian gland. Here, the quiescent progenitor cells are located across the basal layer of the epithelium, including the terminal ends of the ductal epithelium where it meets the secretory acini (Parfitt et al., 2016). The expression of the putative stem cell markers K15 and K5 was observed along the basal layer of the epithelium, in clear contrast with AAL, which predominated in the stratified cells lining the luminal portion of the duct (Figures 1F and S2). Overall, these data show that the stem cell niches of the limbus, hair follicle, and meibomian gland are associated with reduced cell surface fucosylation.

### Fucosylation defines different cell subpopulations in the human limbus

We next sought to investigate the identity of limbal cells with low surface fucosylation on a more granular level. Fluorescence-activated cell sorting (FACS) confirmed that the human limbus, in contrast to central cornea, contained a distinct subset of cells displaying low AAL staining (Figure 2A). This subset of cells, termed AAL<sup>low</sup>, represented approximately 18% of all the cells in the limbus compared to 3% in central cornea (Figure 2B). In subsequent experiments, and in preparation for single-cell RNA sequencing (scRNA-seq) analysis, we sorted single cells from the limbus into AAL<sup>low</sup>- and AAL<sup>high</sup>-binding cell fractions (Figure 2C). We noticed that the addition of AAL caused a marked increase in cell death, as determined by propidium iodide

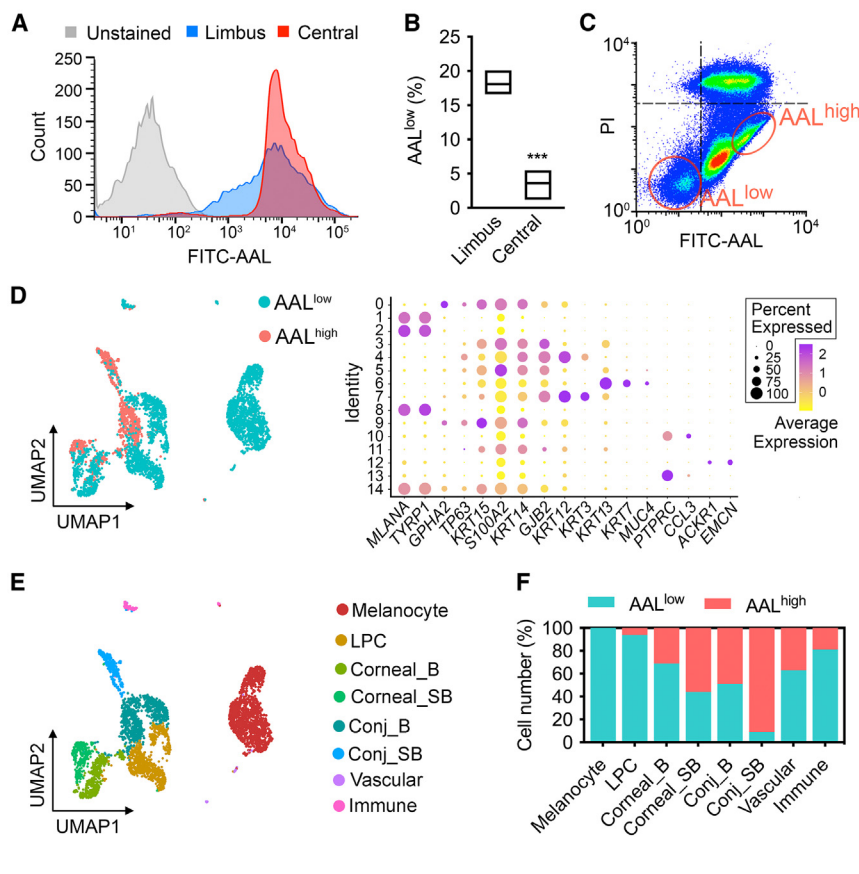

**Figure 2. Fucosylation defines different cell subpopulations in the human limbus**

(A) Representative FACS histogram showing AAL binding to cell suspensions from the limbus and central cornea.

(B) Box-and-whisker plots showing the percentage of cells displaying low AAL staining ( $AAL^{low}$ ) in the limbus and central cornea ( $n = 3$  human donors;  $***p < 0.001$ , unpaired t test).

(C) Representative fluorescence-activated cell sorting of limbal cells. All events are plotted in the graph. The red circles define two populations of limbal cells with low and high levels of AAL binding ( $AAL^{low}$  and  $AAL^{high}$ ) collected for scRNA-seq experiments. Propidium iodide (PI) was used to exclude dead cells.

(D) UMAP visualization of  $AAL^{low}$  and  $AAL^{high}$  cell fractions pooled from limbal tissue of three human donors. The dot plot depicts expression levels of canonical marker genes together with the percentage of cells expressing the marker.

(E) Cell types identified in the human limbus with UMAP projections of scRNA-seq data. LPC, limbal progenitor cell; B, basal; SB, suprabasal; Conj, conjunctival.

(F) Proportions of cell types identified in the  $AAL^{low}$  and  $AAL^{high}$  cell fractions.

uptake, in cells displaying high lectin staining. This effect has been previously reported and appears to involve the activation of the autophagy pathway (Parshenkov and Hennet, 2022). Consequently, these cells were excluded from the scRNA-seq analysis.

Single-cell transcriptional profiling was performed on sorted  $AAL^{low}$  and  $AAL^{high}$  cell fractions to identify the types of cells present (Figure 2D). After merging the two datasets and filtering out low-quality cells, the transcriptome profile of 3,180  $AAL^{low}$  and 1,101  $AAL^{high}$  cells was used to create unbiased clusters, which were then visualized by uniform manifold approximation and projection (UMAP). Fourteen clusters were generated by measuring the similarities among transcripts of cells and categorized into cell types based on the expression of canonical marker genes from the literature (Collin et al., 2021). The cell types identified included melanocytes (clusters 1, 2, 8, and 14, expressing *MLANA* and *TYRP1*), limbal progenitor cells (clusters 0 and 9, expressing *GPHA2*, *TP63*, and *KRT15* and the basal markers *S100A2* and *KRT14*), basal corneal epithelial cells (clusters 4 and 11, expressing *KRT12* and the basal marker *GJB2* with relatively low expression of *KRT3*), and suprabasal corneal epithelial cells (cluster 7, expressing both *KRT12* and *KRT3*). There were barely any su-

perficial cells in our analysis, which we attribute to the high fucose content of these cells, which make them more amenable to lectin-induced cell death, and the detachment of the superficial layers of the donor tissue (Figures S3A and S3B) due to routine handling and use of antiseptic measures for ocular surface decontamination. Other cell types identified in our analysis included basal conjunctival epithelial cells (clusters 3 and 5, expressing *KRT13* and *S100A2* with relatively low levels of *KRT7* or *MUC4*), suprabasal conjunctival epithelial cells (cluster 6, expressing *KRT7* and *MUC4* in addition to *KRT13*), immune cells (clusters 10 and 13, expressing *PTPRC* and *CCL3*), and vascular cells (cluster 12, expressing *ACKR1* and *EMCN*).

Altogether, we found eight cell types that were differentially distributed across the  $AAL^{low}$  and  $AAL^{high}$  datasets (Figure 2E). Quantification of the percentage of cells in each dataset revealed that melanocytes and 94% of limbal progenitor cells displayed low AAL staining, a percentage that was gradually reduced in the more differentiated basal and suprabasal corneal epithelial cells (Figure 2F). Similarly, the percentage of conjunctival epithelial cells in the  $AAL^{high}$  group increased with differentiation, with 91% of the suprabasal cells displaying high lectin staining. Immune and vascular cells were distributed across both

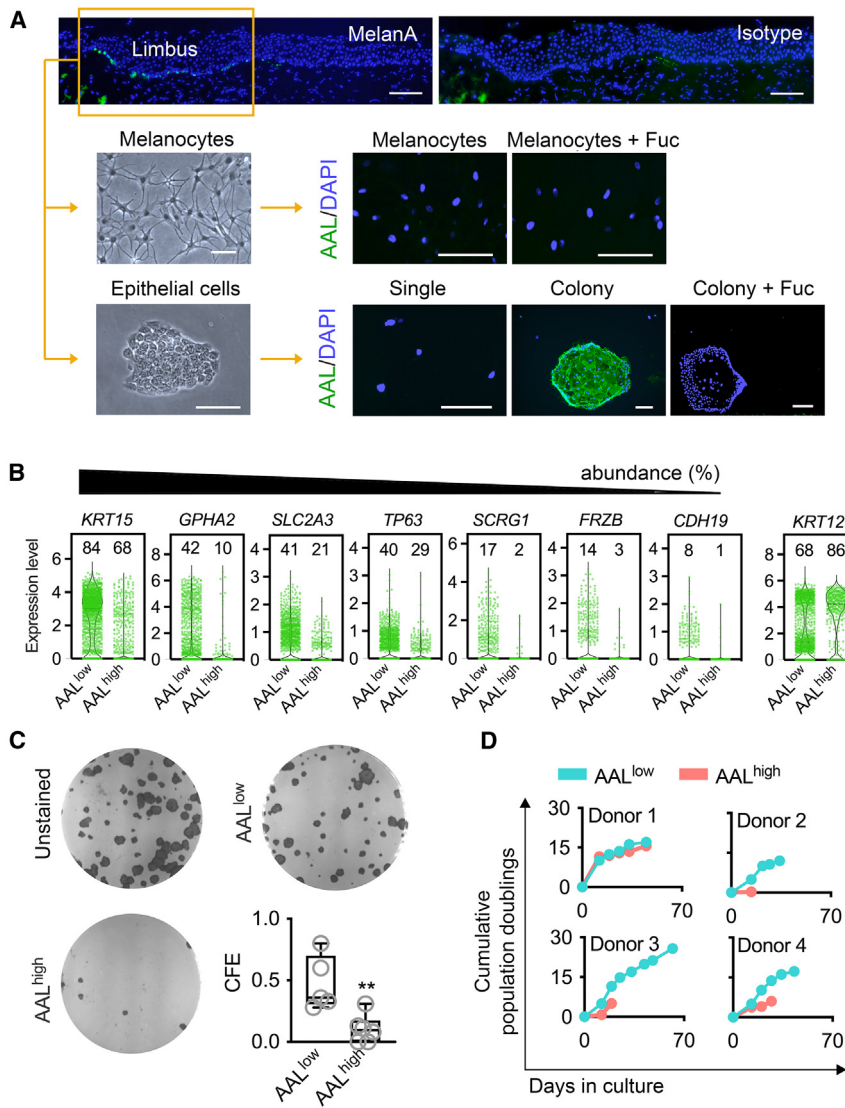

**Figure 3. Melanocytes and limbal progenitor epithelial cells display low surface fucosylation**

(A) Top: representative micrographs of the human limbus labeled with antibodies to MelanA or isotype control (green). Nuclear DNA was stained with DAPI (blue). Bottom: phase-contrast images of melanocytes and epithelial cells cultured from human limbus. Images to the right show AAL histochemistry (green) and DAPI (blue) staining of non-permeabilized melanocytes and limbal epithelial cells. AAL binding was inhibited in the presence of competing L-fucose (Fuc). Scale bars, 100  $\mu$ m.

(B) Normalized abundance of epithelial cells expressing limbal progenitor cell markers in AAL<sup>low</sup> and AAL<sup>high</sup> cell fractions. Percentages are shown at the top of the scatterplot. Each dot in the scatterplot represents an individual cell. *KRT12* is a marker of cells undergoing corneal epithelial differentiation.

(C) Representative phase-contrast images showing colony-forming ability of AAL<sup>low</sup> and AAL<sup>high</sup> cell subpopulations. Unstained cells were processed as control. The box-and-whisker plots show the colony-forming efficiency (CFE) of AAL<sup>low</sup> and AAL<sup>high</sup> cells ( $n = 5-6$  human donors;  $**p < 0.01$ , unpaired t test).

(D) Cumulative population doublings of AAL<sup>low</sup> and AAL<sup>high</sup> cell fractions obtained from 4 human donors.

datasets. Following the exclusion of non-corneal epithelial cells from the dataset, we conducted a recluster analysis to identify transient amplifying cells. This subpopulation displayed low AAL staining, reminiscent of progenitor cells (Figures S3C and S3D). In summary, these results indicate that the human limbal stem cell niche is a low-fucose microenvironment and suggest that fucose levels in the glycocalyx of progenitor cells increase as they become more differentiated.

### Melanocytes and limbal progenitor epithelial cells display low surface fucosylation

We performed *in vitro* experiments to further explore the fucosylation character of melanocytes and limbal epithelial cells isolated from human corneoscleral tissue (Figure 3A). Consistent with the scRNA-seq analysis, we found that AAL

bound weakly to primary cultures of human limbal melanocytes. Binding of AAL to limbal epithelial cells, on the other hand, was dependent on the extent of cell proliferation and differentiation. Single epithelial cells in culture exhibited little or no signal when stained with AAL, while the formation of individual cell colonies was associated with increased staining along the plasma membrane of squamous-looking cells.

Upon careful examination of the molecular signatures in the scRNA-seq datasets, we noted that low AAL staining in the limbal epithelial cell subpopulation was associated with high expression of putative limbal stem cell markers (Figure 3B). These genes have been identified in recent studies of the human limbus using single-cell transcriptomics, and included *KRT15*, *GPHA2*, *SLC2A3*, *TP63*, *SCR1*, *FRZB*, and *CDH19* (Li et al., 2021; Ligocki et al.,

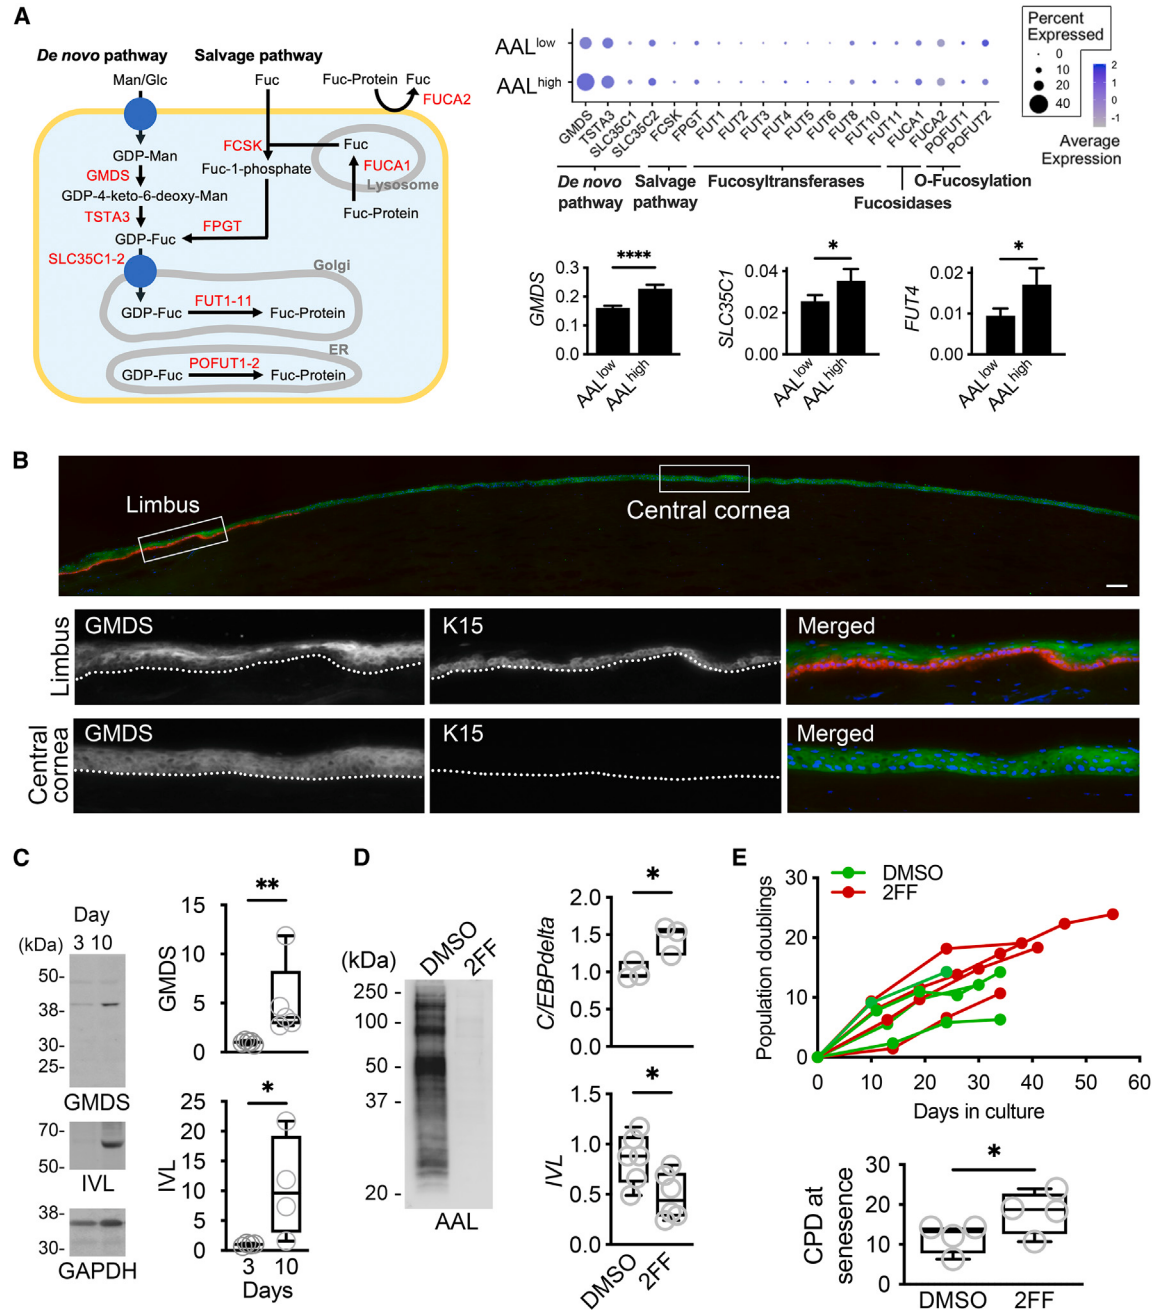

**Figure 4. The GDP-fucose *de novo* pathway is hampered in limbal progenitor epithelial cells**

(A) Left: schematic overview of the biosynthesis of fucosylated proteins through *de novo* and salvage pathways. Relevant enzymes are labeled in red. Right, top: bubble heatmap showing fucosylation pathway genes in the AAL<sup>low</sup> and AAL<sup>high</sup> cell fractions. The size and color of the dot indicate the fraction of expressing cells and averaged scaled expression level for each gene, respectively. Right, bottom: bar graphs depicting genes whose expression is significantly altered between the AAL<sup>low</sup> and AAL<sup>high</sup> cell fractions ( $n = 3$  human donors; bar graphs indicate mean  $\pm$  SEM;  $*p < 0.05$ ,  $****p < 0.0001$ , Mann-Whitney test).

(B) Representative image of the human cornea co-stained with antibodies to GMDS (green) and K15 (red). Bottom images show magnified images from the same corneal section. Nuclear DNA was stained with DAPI (blue). Dashed lines denote the epithelial-stromal junction. Scale bar, 100  $\mu$ m.

(C) Immunoblot analysis of human limbal epithelial cells grown for 3 and 10 days. The box-and-whisker plots show the densitometry analysis of the protein band intensity, expressed as the ratio of the target protein/housekeeping protein ( $n = 4$ –5 human donors;  $*p < 0.05$ ,  $**p < 0.01$ , Mann-Whitney test). IVL, involucrin.

(legend continued on next page)

2021; van Zyl et al., 2022). The elevated expression of these markers was observed in a higher percentage of AAL<sup>low</sup> cells compared to AAL<sup>high</sup>, with *KRT15*, *GPHA2*, *SLC2A3*, and *TP63* transcripts being present in more than 40% of the AAL<sup>low</sup> cells. These data prompted us to further investigate whether reduced AAL staining was positively associated with the clonogenic and proliferative capacities of limbal epithelial cells. We found that culture of the AAL<sup>high</sup>-sorted epithelial cell subpopulation mostly led to aborted, paraclone-type colonies, indicative of replicative senescence (Figure 3C). In contrast, AAL<sup>low</sup> cells maintained clonogenic capacity as shown by the increased number of colonies present after 10–14 days in culture. Moreover, we found that AAL<sup>low</sup> cells exhibited a higher number of cumulative population doublings than AAL<sup>high</sup> cells in three out of four human donor tissues (Figure 3D). Taken together, we find that low fucosylation defines melanocytes and progenitor epithelial cells in the human limbus.

#### The GDP-fucose *de novo* pathway is hampered in limbal progenitor epithelial cells

Having shown that AAL staining defines limbal epithelial cell subpopulations with divergent clonogenic capacity, we sought to characterize the expression of genes involved in the regulation of fucose synthesis and degradation in each group. As illustrated in Figure 4A, GDP-fucose is produced through two well-identified pathways, the *de novo* pathway and the salvage pathway, and serves as a carbohydrate donor for all fucosyltransferases (Becker and Lowe, 2003). Analysis of the single-cell transcriptomics data revealed that the expression of three genes was significantly lower in the AAL<sup>low</sup> epithelial cell subpopulation compared to AAL<sup>high</sup> cells. These included *GMDS*, the first enzyme acting in the *de novo* pathway, and *SLC35C1* and *FUT4*, two enzymes required for the transport of GDP-fucose into the Golgi apparatus and the transfer of  $\alpha$ 1,3-fucose to N-acetyl glucosamine residues on glycoproteins, respectively (Figure 4A). Furthermore, upon analyzing our datasets in conjunction with those acquired from a public repository, it became evident that progenitor cells displayed reduced expression levels of fucosylation genes when compared to transient amplifying cells (Figures S3E and S3F).

In subsequent experiments, we focused on GMDS since it constitutes a rate-limiting enzyme in the synthesis of GDP-fucose. We asked about the localization of this enzyme in the stratified epithelia of the human cornea and limbus.

By immunofluorescence, we found GMDS being present in central cornea and along the suprabasal and superficial cell layers of the human limbus, but not in the basal layer where K15-positive progenitor cells reside (Figure 4B). In concordance with these results, GMDS staining localized toward the more differentiated cells in the hair shaft and was predominant in the stratified cells lining the luminal portion of the meibomian gland duct (Figure S4). These data demonstrate a positive correlation between the cellular distribution of GMDS and AAL and support a role for GMDS in directing the fucosylation of cell surfaces in human stratified epithelia.

Based on these findings, we decided to test the potential of inhibiting fucosylation to enhance the proliferative capacity of primary cultures of human limbal epithelial cells. Toward this end, we used 2F-peracetyl-fucose, an inhibitor of cellular fucosylation that suppresses GMDS activity and causes a reduction in the levels of GDP-fucose (Okeley et al., 2013). We first established that the culture of limbal epithelial cells for up to 10 days led to a significant increase in the relative amount of GMDS, concomitant with an increase in the levels of involucrin—a marker of corneal epithelial cell differentiation (Figure 4C). In subsequent experiments, we showed that the addition of 2F-peracetyl-fucose dramatically reduced protein fucosylation in cultured cells, as shown by AAL lectin blotting (Figure 4D). Remarkably, we observed that culturing limbal epithelial cells with the inhibitor for 7 days resulted in an increased expression of C/EBPdelta, a transcription factor known to influence cell cycle progression (Barbaro et al., 2007), followed by a subsequent decrease in the expression of the differentiation marker involucrin by day 14. Moreover, 2F-peracetyl-fucose led to enhanced cell proliferation capacity, evidenced by a greater number of cumulative population doublings in these cells (Figure 4E). Statistical analysis of the number of doublings at senescence demonstrated that cells incubated with 2F-peracetyl-fucose were able to achieve a better growth rate when compared to the vehicle control, suggesting that manipulation of this pathway could potentially be used therapeutically to promote limbal epithelial cell expansion *ex vivo*.

#### DISCUSSION

Adult stem cells are present in self-renewing tissues such as the stratified epithelia of the cornea and epidermis, where

(D) Representative lectin blot of human limbal epithelial cells treated with 2F-peracetyl-fucose (2FF) for 14 days. DMSO was used as vehicle control. Right: box-and-whisker plots of qPCR data showing the relative expression of C/EBPdelta and IVL after 7 and 14 days, respectively ( $n = 3–6$  human donors;  $*p < 0.05$ , paired t test).

(E) Cumulative population doublings of human limbal epithelial cells treated with 2FF or DMSO ( $n = 4$  human donors). Bottom: box-and-whisker plots showing the cumulative population doublings on senescence ( $n = 4$  human donors;  $*p < 0.05$ , unpaired t test).

they replenish dying cells and restore tissue integrity following injury. While there has been significant progress in understanding the biology of these cells, we are only beginning to define how carbohydrates found on their glyco-calyx control self-renewal and differentiation. The present study addresses these gaps in knowledge in the human cornea by combining cell sorting of lectin-labeled cells and single-cell transcriptomics. Our results identify the limbal stem cell niche as a low-fucose microenvironment and suggest a role for GMDS in the maintenance of limbal epithelial progenitor cells.

An early study in the *Drosophila* midgut demonstrated that the GDP-fucose *de novo* pathway plays an important role in the self-renewal and commitment of intestinal epithelial stem cells. Loss of the *Drosophila* ortholog for mammalian GMDS led to aberrant self-renewing stem cell divisions that generated additional intestinal stem-like cells while simultaneously producing terminally differentiated cells (Perdigoto et al., 2011). The data obtained using this model are compatible with our results showing reduced levels of GMDS in the basal epithelial layer of the limbus, where asymmetric cell division and cell fate decisions occur. The reduced expression of GMDS was also apparent in basal cells of the hair follicle and meibomian gland duct, suggesting that low fucosylation might be an overarching mechanism that influences stem cell fate in human stratified squamous epithelia. It should be noted that, in contrast to these findings, fucose deficiency has been associated with decreased self-renewal in other types of adult stem cells. Deletion of *TSTA3*, an enzyme necessary for the *de novo* synthesis of GDP-fucose, in mouse hematopoietic stem cells led to decreased self-renewal and aberrant hematopoietic phenotypes, as shown by the reduced ability to form multilineage colonies (Myers et al., 2010; Yan et al., 2010). These differences could be related to the distinct functional capacities of stem cells in adult tissues, the individual features of the microenvironment, and the specific signaling pathways that fucose governs in each cell type and species.

The potential consequences of reduced cell surface fucosylation to limbal progenitor cell biology are likely broad and complex. GMDS contributes to regulate the metabolic flux of GDP-fucose through the *de novo* pathway and, consequently, controls the fucosylation of multiple cell surface receptors. For instance, GDP-fucose is necessary for the O-fucosylation of Notch receptors and is also critical to their function (Harvey and Haltiwanger, 2018). Reducing Notch signaling in the human limbus has been shown to decrease the proliferative capacity of epithelial stem cells and maintain the undifferentiated state of limbal stem cells (González et al., 2020; Gonzalez et al., 2019). Consequently, it is expected that low fucose availability in the human limbus will lead to decreased glycosylation

of Notch receptors and foster the preservation of limbal stem cell identity. GDP-fucose is also necessary for the biosynthesis of fucosylated Lewis X antigens (Wang et al., 2009). Interestingly, the expression of these fucosylated antigens has been linked to the differentiation stage of corneal epithelial cells in rabbits (Cao et al., 2001), mirroring our histochemistry results showing increased AAL staining in the mature human cornea. Analysis of the expression of fucosyltransferases in rabbit epithelium revealed that *Fut4*, among other fucosyltransferases, supported corneal epithelial cell differentiation by regulating Lewis X-mediated cell-cell interactions (Cao et al., 2001). In our experiments, *FUT4* was one of three genes significantly upregulated in the AAL<sup>high</sup> epithelial cell subpopulation, suggesting a role for this enzyme in regulating biological functions associated with progenitor cell differentiation in the human limbus.

The culture of limbal epithelial cells for autologous transplantation is becoming an attractive therapeutic modality to treat unilateral limbal stem cell deficiency (Le et al., 2020). Essential to the success of the procedure is the development of new approaches that reliably foster the expansion of epithelial cells from limbal tissue explants and allow for the establishment of a fully functional corneal surface (Jurkunas et al., 2023). Permanent restoration of a transparent, renewing corneal epithelium has been associated with the presence in culture of a high percentage of holoclone-forming stem cells, as defined by the presence of ΔNp63α (Rama et al., 2010). As a result, techniques have been devised to prospectively isolate stem cells from the limbal tissue explants. These techniques have favored the use of protein biomarkers on the cell surface, allowing for monoclonal-antibody-based stem cell sorting strategies (Ksander et al., 2014). Our data showing enhanced clonogenic capacity of cell-sorted AAL<sup>low</sup> cells indicate that enrichment by negative selection using lectins or carbohydrate-binding reagents is a viable alternative to the use of protein antibodies.

In addition to cell sorting strategies, preserving the glyco-calyx of stem cells in culture presents a promising opportunity for therapeutic applications. It is well established that the expansion of limbal epithelial cells in culture is limited by the gradual loss of stemness and proliferative potential over time (Collin et al., 2021; Puri et al., 2022). Our *in vitro* data, which showed a progressive increase in GMDS expression and AAL staining over time, prompted us to investigate the potential of inhibiting fucosylation to enhance the proliferative capacity of these cells in culture.

Key insights for this investigation came from previous studies in the fruit fly intestine, which observed that the loss of GMDS in cells that had exited the self-renewing state and become committed was dispensable for terminal

How the deposited data were processed for this re-analysis (not part of the article)

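Limbal cells sorted by AAL binding into an AAL low and an AAL high fraction were profiled by droplet single-cell RNA sequencing, with 1 library per fraction and the cells of 3 donors pooled in each. The counts, as the authors deposited them, are whole-number UMIs per gene and cell barcode without normalization. Per the methods and the file headers, reads were aligned with STAR to the GRCh38 transcriptome, UMIs were counted by Cell Ranger, and only barcodes called as cells were kept. The methods and the file headers name different releases of Cell Ranger. No map from cells to donors was used here, so each fraction counts as 1 sample, and no test, p-value or count of changed genes was made.

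From these counts, cells with more than 200 UMIs and less than 10% mitochondrial transcripts were kept, the libraries were merged without integration, and clustering was run in Seurat 5.3.0 under R 4.3.3 with log-normalization to 10000, 2000 variable genes, 20 principal components, 20 neighbours and Louvain clustering at a resolution of 0.8. The methods name an earlier version of Seurat. Doublets were called with Scrublet in scanpy 1.11.5 and were kept. Other steps used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Gene coordinates are those of GENCODE 44 on GRCh38, matched by the gene identifiers in the files, and the annotation release behind the counts is not given in the sources used here.

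Clusters were named from marker lists. The limits applied to the markers were set after the cluster profiles had been seen. A cluster was taken as mixed at 500 CPM of *MLANA* with 2000 of *KRT14*, as immune-like at 300 of *PTPRC*, as vascular-like at 50 of *PECAM1* and as melanocyte-like at 1000 of *MLANA*. It was left unnamed when its median UMIs fell under that of its own sample divided by 3. Conjunctival suprabasal-like clusters needed 2000 CPM of *KRT13* and 50 of *KRT7*, corneal clusters 5000 of *KRT12*, and corneal suprabasal-like ones also 400 of *KRT3*. Among the remaining clusters, those with more *GPHA2* than *KRT13* were called limbal progenitor-like and the others conjunctival basal-like. Leading genes are the 10 of largest fold over all other cells among genes detected in at least 25% of the cluster, with a pseudocount of 1 CPM, and a marker counted as detected at 20% of cells. The minimum of 10 *KRT12* UMIs for proliferating cells, the list of stress and immune genes, and the addition of the cluster of low depth to the corneal cells were also chosen after the data had been seen, as were the bounds by which the list percentile (5 to 95) and the median ratio of all genes (0.1 to either side) counted as unchanged.

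Levels are CPM over the summed UMIs of a class in a fraction, with exact Poisson intervals. Shares of cells have exact Clopper-Pearson intervals, differences of shares Newcombe intervals, and ratios of UMIs conditional binomial intervals, all at 95% and covering counting error only. Where a count was 0, the limit given is 3 counts of the total. Shares were also computed after thinning each cell to 5000 UMIs. Ratios with classes weighted alike used log-normal intervals from the Poisson variance. Class comparisons needed at least 30 cells in each fraction. The fucosylation list was set against 10000 random lists drawn in 20 bins of mean expression, with a pseudocount of 0.5 on the UMIs. The AAL low library had 33483044 and the AAL high library 16713980 UMIs in kept cells, so AAL high values of rare genes are the less precise. On simulated counts for 9398 genes in corneal epithelial cells, the 95% interval of the ratio of AAL low over AAL high held the true value for 95.7% of 9200 unchanged genes, for 96% of 50 genes at a true log2 ratio of -2, 93.8% of 48 at -1, 98% of 50 at 1 and 92% of 50 at 2. The simulated counts were Poisson sums without differences between cells, so coverage near 95% was built in. It checks how the intervals were computed, and not whether they hold for transcripts concentrated in few cells. For lists of 16 unchanged genes, the median percentile over 100 simulations was 54, and 10 of the 100 lay under percentile 5 or over 95, the number that chance gives. These 100 replaced a single simulation, whose unchanged list had come out as extreme. A list raised 2-fold came out at percentile 100.

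The genes named are those the paper names for its single-cell data in Figures 2D, 3B, 4A and S3C, and the 5 genes with the largest log2 ratio in each direction among those with at least 100 UMIs overall, at least 10 in each fraction and a ratio of the same sign in every epithelial class with 30 cells in each fraction. Of the markers of Figures 2D and S3C only those needed for a class are printed. The percentages of Figure 3B had been seen before this rule was written. The paper does not say which clusters form the epithelial cell subpopulation of Figures 3B and 4A, so the limbal progenitor-like and corneal clusters were taken together as corneal epithelial cells, and all epithelial classes served as an alternative. The filters, clustering settings, marker lists, this rule and the alternatives of the closing section were set before the data were examined, except where a choice is said to have been made later. The alternatives covered other limits on genes and mitochondrial transcripts, resolutions of 0.4 and 1.2, 10 and 40 principal components, CCA integration, removal of doublets, other sets of cells, thinning, other denominators and means, and other minimums. The public dataset of Figure S3F, staining, flow cytometry, culture and blots were not analysed here.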

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

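The test of depth per cell and the test for 2 cells in 1 droplet were chosen after the results had been seen, whereas the test of abundant genes was written first.

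*GMDS* was found at 9.28 CPM in AAL low melanocyte-like cells and at 26.5 in AAL low limbal progenitor-like cells, a log2 ratio of -1.52 (-1.89 to -1.15, counting error only). It is singled out because the paper discusses *GMDS* in epithelial cells and reports no level in melanocytes. Both classes come from the same library, so a difference between libraries cannot produce it. Abundant genes as the whole cause are argued against, since without the 100 most abundant genes of either class in the denominator the log2 ratio was -1.69 (-2.06 to -1.32). Depth per cell is argued against as well. After thinning to 5000 UMIs, 4.59% (3.41 to 6.04) of the melanocyte-like and 12.2% (9.70 to 15.0) of the limbal progenitor-like cells had a *GMDS* UMI. Under the 9 alternatives that changed the cells or clusters, the log2 ratio lay between -1.59 and -1.35. Free RNA would raise *GMDS* in melanocyte-like cells and was not tested, and the 1 library leaves differences between donors open. A lower level of *GMDS* in melanocytes remains a hypothesis, found and tested on the same data.

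Cluster 15, with melanocyte and keratin transcripts in the same cells, had 95.8% (78.9 to 99.9) of its 24 cells called as doublets. It is singled out because the paper's text describes no such cluster. In the paper's marker plot, read by eye, a cluster counted as melanocytes shows melanocyte and keratin genes together. Whether it holds the same cells was not tested. Its median of 16180 UMIs lay near 14804, the sum of the medians of AAL low melanocyte-like cells (7477) and limbal progenitor-like cells (7327.5). Both values are consistent with 2 cells in 1 droplet, although the caller itself looks for cells that combine profiles. A cell type that carries both sets of transcripts was not tested.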

How the results depend on the processing

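The alternative in which the cluster of low depth was kept was chosen after the data had been seen. The other alternatives were planned.

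No paired analysis was possible because both libraries carry replicate 1 and each fraction has 1 library. Across 78 results, 912 alternative values were computed, of which 769 counted as unchanged, 138 moved and 5 reversed. A value counted as unchanged when it stayed within the interval of the main value for counting error, or, for numbers of clusters and genes, within 1.5 times it. Causes were not tested, except where the construction of an alternative shows them.

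The AAL low share of melanocyte-like cells stayed between 99.7% and 99.9% under all 10 alternatives. With more than 500 genes required, 3149 AAL low and 1067 AAL high cells were kept, and with a mitochondrial limit of 20%, 3367 and 1130, of which the limbal progenitor-like cells were 92.8% AAL low. With 40 principal components that share was 96.1%, and after CCA integration 74.3%, which cannot be told from the share of all kept cells. Integration removes differences between the fractions along with those between the libraries, so the integrated shares do not decide on an excess in either fraction. CCA integration also gave AAL low shares of 63.1% in conjunctival basal-like cells, 66.8% in corneal clusters low in *KRT3* and 52.4% in corneal suprabasal-like cells, and no vascular-like class. The share of corneal suprabasal-like cells was 32.5% with 10 principal components, and that of conjunctival basal-like cells 18.1% at a resolution of 0.4. Weighting each library to the same number of cells lowers every share by construction. It gave 85.8% for limbal progenitor-like, 49.5% for corneal clusters low in *KRT3*, 21.8% for corneal suprabasal-like, 26.3% for conjunctival basal-like, 4.00% for conjunctival suprabasal-like, 60.0% for immune-like and 38.4% for vascular-like cells.

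Of the 7 progenitor markers, 6 or 7 had the higher share in AAL low cells under each of 14 alternatives. *KRT15* reversed in limbal progenitor-like cells alone, with a difference of -1.24 percentage points between AAL low and AAL high. For *KRT12*, lower in AAL low cells at the main setting, the difference was 0.300 after CCA integration, 8.82 over all epithelial classes and 0.746 in limbal progenitor-like cells alone.

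The log2 ratio of *GMDS* stayed below 0 under all 16 alternatives, from -0.63 to -0.08. It was -0.63 over all epithelial classes, -0.41 from means of log-normalized values and -0.55 with classes weighted alike. That of *SLC35C1* lay between -1.30, over all epithelial classes, and -0.27. *FUT4* lay between -0.30 and 0.57, leaving out the weighting of classes, which rests on a class with no *FUT4* UMI in AAL high cells. *TSTA3* reversed to -0.057 over all epithelial classes. Within corneal suprabasal-like cells the *GMDS* ratio changed sign, from -0.28 with doublets removed to 0.22 after CCA integration, with intervals that held 0. Within conjunctival suprabasal-like cells the *GMDS* ratio could be computed under 4 alternatives only, since a class needed 30 cells in each fraction. The percentile of the fucosylation list among random lists was 2.60 at a resolution of 0.4. The median log2 ratio of all genes compared was 0.16 after CCA integration and 0.15 over all epithelial classes.

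The share of corneal epithelial cells with 3 proliferation genes differed among the clusterings. At a resolution of 0.4 it was 2.65% in AAL high cells. In AAL low and AAL high cells it was 0.557% and 2.68% at a resolution of 1.2, 0.558% and 2.32% with 10 principal components, 0.586% and 2.80% with 40, and 0.549% and 1.79% after CCA integration. With 10 principal components, 40 principal components and CCA integration, 1 subcluster had proliferation genes among its leading genes. Depth limits the rare genes most, since *FUT4* had 26 and 7 UMIs in corneal epithelial cells and *SLC35C1* 66 and 31.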

Differences from the paper's values

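The rule for leading genes, on which the subclusters of proliferating cells rest, was chosen after the data had been seen, and the other values in this part come from planned tests.

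The paper does not say which clusters form its epithelial cell subpopulation, so corneal epithelial cells are used here, with all epithelial classes as an alternative. The shares of Fig. 3B, read by eye, lay mostly nearer to those of corneal epithelial cells. For *KRT12* in AAL high cells the paper's share is 86%, against 92.6% in corneal epithelial cells and 49.0% over all epithelial classes. For *SLC2A3* it is 21%, against 21.9% and 11.2%. The AAL high value of *FUT4* went the other way. The mean log-normalized value of *FUT4* in AAL high corneal epithelial cells was 0.00784, whereas the paper's for epithelial cells is about 0.017 in Fig. 4A, read by eye. Of the alternatives set before the data were examined, the value came within 1.5 times the paper's under CCA integration (0.0181) and over all epithelial classes (0.0133). Under the other alternatives it stayed between 0.00718 and 0.0103. The paper's n names 3 donors, whereas the value here is a mean over the cells of 1 library.

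The paper states that *FUT4* was lower in AAL low than in AAL high epithelial cells. Here its log2 ratio in corneal epithelial cells was 0.50 (-0.74 to 1.95), within counting error. It was below 0 under CCA integration (-0.30) and over all epithelial classes (-0.07, -0.84 to 0.72), so the direction changed with the processing and the cells used. The paper states the same of *GMDS* and *SLC35C1*, with a significant test. Here both were lower in AAL low corneal epithelial cells, in summed UMIs by amounts within counting error. Means of log-normalized values lay near those of Fig. 4A, read by eye. In AAL low and AAL high cells *GMDS* was at 0.167 and 0.222, against about 0.16 and 0.23 in the paper. *SLC35C1* was at 0.0261 and 0.0375, against about 0.026 and 0.035. No interval was made for these means. Over all epithelial classes the intervals of *GMDS* (-0.79 to -0.46) and *SLC35C1* (-1.68 to -0.93) lay below 0, and with corneal classes weighted alike that of *GMDS* did. With all epithelial classes weighted alike, that of *GMDS* (-0.92 to -0.37) lay below 0, whereas that of *SLC35C1* (-1.16 to 0.01) held 0.

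The paper states that its transient amplifying cells had low AAL staining. No subcluster led by proliferation genes arose here at the main setting. The AAL low share of the subclusters that arose was 61.9% with 10 principal components, 65.2% with 40 and 15.0% after CCA integration. With 10 and 40 components most of their cells were AAL low, as in the paper, at a share that cannot be told from that of all corneal epithelial cells.

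The paper places *TP63* among the genes above a limit of 40% of the AAL low cells, and here its share was 39.97%. It passed that limit with more than 500 genes required (40.05%), at a resolution of 1.2 (40.1%), with 10 (40.5%) and 40 (40.03%) principal components and after CCA integration (40.4%). It stayed below with a mitochondrial limit of 20% (39.1%), at a resolution of 0.4 (38.4%), with doublets removed (39.8%), over all epithelial classes (37.6%), in limbal progenitor-like cells alone (35.1%), after thinning (22.4%) and with at least 2 UMIs required (14.0%), and it was at 40% with more than 200 genes required. *KRT15*, *GPHA2* and *SLC2A3* passed the limit at the main setting, and *KRT15* under every alternative. *GPHA2* and *SLC2A3* fell below it at a resolution of 0.4 (37.4% and 37.7%), over all epithelial classes (36.1% and 35.9%), after thinning (32.6% and 30.5%) and with at least 2 UMIs required, and *SLC2A3* also with a mitochondrial limit of 20% (39.9%) and with 40 principal components (39.5%).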

Other observations

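The explanations tested in this part were chosen after the results had been seen. The alternatives they draw on, classes weighted alike and CCA integration, had been planned. The rule for the genes of largest ratio had been planned as well.

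*GPHA2* was detected in a larger share of AAL low than of AAL high cells in every corneal class, and free *GPHA2* RNA in the AAL low library is a candidate explanation. The test sets the share with a *GPHA2* UMI against that of AAL low melanocyte-like cells, which was 15.5% (13.5 to 17.5) over all UMIs and 10.7% (8.91 to 12.8) after thinning to 5000 UMIs. In limbal progenitor-like cells the AAL low shares were higher, at 53.2% and 49.9% (45.9 to 53.9). This class was named by having more *GPHA2* than *KRT13*, so a high share there was partly built in. The melanocyte-like share is also no sure measure of free RNA, since such shares differed between cell types. The test therefore does not decide on free RNA in this class. In cluster 3 they were 17.4% and 3.99% (2.08 to 6.86), no higher than those of melanocyte-like cells within counting error, which is consistent with free RNA there. In cluster 7 the share was above that of melanocyte-like cells over all UMIs, at 25.5% (18.5 to 33.7), but not after thinning, at 11.9% (6.93 to 18.5), so free RNA stays open there. The test was first made on the *GPHA2* level, at which AAL low cells of cluster 7 stood at 355 CPM (333 to 378) against 26.9 in melanocyte-like cells. The AAL high level in cluster 7 was higher, at 502 (479 to 526), so there the level goes against the share. That level does not decide on a share, because a subcluster of 59 cells at 7209 CPM, of which 42 came from cluster 7, contributes to it.

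Over all corneal epithelial cells the log2 ratio of *GMDS* was -0.13, whereas it was -0.66 in limbal progenitor-like cells, -0.51 in cluster 3 and -0.16 in corneal suprabasal-like cells, where it changed sign to 0.22 after CCA integration. With the classes weighted alike it was -0.55 (-0.98 to -0.12), which is consistent with the mix of classes in each fraction having masked part of the difference. The fractions lay mostly in different subclusters of cluster 3 and of the corneal suprabasal-like cluster 7, so a difference in state within the class, or between the libraries, stays open. Within the AAL low library, *GMDS* in cluster 3 over limbal progenitor-like cells was at a log2 ratio of 0.25 (-0.06 to 0.55), within counting error. *TSTA3* (0.58, 0.20 to 0.96), *SLC35C1* (0.91, 0.03 to 1.84), *SLC35C2* (0.70, 0.21 to 1.19), *FPGT* (0.71, 0.04 to 1.41), *FUT1* (2.94, 0.81 to 6.12), *FUCA1* (1.13, 0.57 to 1.71) and *FUCA2* (1.92, 1.41 to 2.45) were higher in cluster 3, and *FUT8* (-0.80, -1.48 to -0.15), *FUT11* (-0.84, -1.67 to -0.04) and *POFUT2* (-1.50, -2.11 to -0.92) were lower.

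The conjunctival basal-like cells of the fractions lay mostly in different clusters, with an overlap of cluster make-up of 20.9% before and 56.4% after CCA integration. Integration removes differences between libraries and between fractions alike, and each fraction is 1 library, so a library effect and a difference that goes with AAL binding cannot be told apart.

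In AAL low cells, melanocyte-like over limbal progenitor-like, *FUCA2* was at a log2 ratio of 3.19 (2.73 to 3.67), with 58.6 and 6.44 CPM, and *SLC35C2* at 1.68 (1.28 to 2.10). Genes with at least 100 UMIs overall and 10 in each fraction were ranked by their ratio in corneal epithelial cells. The ratio also had to have the same sign in every epithelial class with 30 cells in each fraction. Among these genes the largest ratios were, toward AAL high, *AQP5* (-6.21, -7.23 to -5.35), *LYPD2* (-6.00), *LINC00707* (-5.69), *SPRR2A* (-5.44) and *SPRR1B* (-4.85), and toward AAL low, *SCRG1* (4.86, 4.21 to 5.60), *TYRP1* (3.81), *MLANA* (3.59), *FABP4* (3.45, 3.07 to 3.85) and *A1BG* (3.08). *FRZB* (43.6 and 2.24 CPM) was left out by this rule, with 1.10 and 1.68 CPM in corneal suprabasal-like cells. *TYRP1* and *MLANA* stood at 7104 and 2676 CPM in AAL low melanocyte-like cells, and *A1BG* at 109.7, against 31.5, 27.0 and 17.5 in AAL low corneal epithelial cells. No biological explanation was tested for these genes.

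Most cells with at least 3 proliferation genes lay in the conjunctival suprabasal-like cluster, where 6 AAL low and 6 AAL high ones had at least 10 *KRT12* UMIs, a minimum chosen after the data had been seen. The median UMIs of the proliferating cells of this cluster were 24336 in the AAL low and 32606 in the AAL high cells. Deep cells show more genes, and whether depth, cell cycle or cell type placed them in that cluster was not tested.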
